# RUNX represses *Pmp22* to drive neurofibromagenesis

**DOI:** 10.1126/sciadv.aau8389

**Published:** 2019-04-24

**Authors:** Ashley Hall, Kwangmin Choi, Wei Liu, Jonathan Rose, Chuntao Zhao, Yanan Yu, Youjin Na, Yuqi Cai, Robert A. Coover, Yi Lin, Eva Dombi, MiOk Kim, Ditsa Levanon, Yoram Groner, Elisa Boscolo, Dao Pan, P. Paul Liu, Q. Richard Lu, Nancy Ratner, Gang Huang, Jianqiang Wu

## Abstract

Patients with neurofibromatosis type 1 (NF1) are predisposed to develop neurofibromas, but the underlying molecular mechanisms of neurofibromagenesis are not fully understood. We showed dual genetic deletion of *Runx1* and *Runx3* in Schwann cells (SCs) and SC precursors delayed neurofibromagenesis and prolonged mouse survival. We identified peripheral myelin protein 22 (*Pmp22/Gas3*) related to neurofibroma initiation. Knockdown of *Pmp22* with short hairpin RNAs increased *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* tumor-derived sphere numbers and enabled significantly more neurofibroma-like microlesions on transplantation. Conversely, overexpression of *Pmp22* in mouse neurofibroma SCs decreased cell proliferation. Mechanistically, RUNX1/3 regulated alternative promoter usage and induced levels of protein expression of *Pmp22* to control SC growth. Last, pharmacological inhibition of RUNX/core-binding factor β (CBFB) activity significantly reduced neurofibroma volume in vivo. Thus, we identified a signaling pathway involving RUNX1/3 suppression of *Pmp22* in neurofibroma initiation and/or maintenance. Targeting disruption of RUNX/CBFB interaction might provide a novel therapy for patients with neurofibroma.

## INTRODUCTION

Neurofibromatosis type 1 (NF1) is a common inherited human disorder, with a frequency of 1:2500 worldwide (*1*). About 95% of patients with NF1 develop dermal and/or plexiform neurofibromas, for which no effective cure exists. Often, surgery removal is impossible because of the integration of tumor into critical peripheral nerves (*1*). The cytostatic MAPK (mitogen-activated protein kinase) kinase inhibitor selumetinib has shown promising efficacy, but tumors regrow after stopping the treatment (*2*, *3*). New therapeutic strategies and targets for the treatment of neurofibromas are urgently needed.

The drivers of neurofibromagenesis have not been fully identified. *NF1* encodes a RAS guanosine triphosphatase–activating protein that activates downstream RAS pathways. Therefore, loss of *NF1* is considered a potential major driver of neurofibromagenesis (*4*, *5*). Other genes, such as *STAT3* and *EGFR*, also contribute to neurofibroma formation (*6*, *7*). However, none of them can eliminate tumor formation, suggesting that neurofibroma formation involves multiple drivers.

Three RUNT-related transcription factor (RUNX1, RUNX2, and RUNX3) genes are present in human and in mouse. Their gene products share many structural similarities but have distinct biological activities. RUNX1 (also called AML1) is required for the maturation of megakaryocytes and differentiation of T and B cells. RUNX2 is critical for skeletal morphogenesis (*8*). RUNX3 is important for neurogenesis of proprioceptive neurons in the dorsal root ganglia (DRG) and for hematopoiesis (*9*, *10*). All three RUNX proteins bind to the core-binding factor β (CBFB) via the same protein motif. CBFB lacks a DNA binding domain but, when bound to RUNX, substantially increases the Runt domain DNA binding affinity, thereby enhancing RUNX transcriptional activities (*11*). RUNX can function as either tumor suppressors or oncogenes. RUNX1 has been implicated as a tumor suppressor in solid tumors, including breast cancer, esophageal adenocarcinoma, colon cancer, and possibly, prostate cancer and as an oncogene in skin cancer, endometrial cancer, and epithelial cancer (*12*). RUNX2 has been implicated in metastasis including bone metastasis. RUNX3 acts as a tumor suppressor in gastric cancer but functions as an oncogene in ovarian cancers (*12*). Extracellular signal–regulated kinase (ERK) signaling (downstream of NF1/RAS/MAPK) phosphorylates RUNX1 at S276/S293 or arginine methylation of R206 and R210 (*13*). ERK phosphorylation caused by loss of NF1 increases RUNX1 activity and contributes to neurofibroma formation (*14*).

Schwann cells (SCs) develop from neural crests, and *Nf1^−/−^* SCs and/or their precursors are cells of origin for neurofibromas (*15*, *16*). There are both myelinating and nonmyelinating SCs within a neurofibroma, and neurofibromas harbor increased Remak bundle–associated (nonmyelinating) SCs. One of the SC’s functions is to form a myelin sheath containing the peripheral myelin protein 22 (PMP22). *PMP22* is mainly expressed in myelinating SCs (*17*, *18*) and neurons (*19*). Its expression is regulated via transcriptional regulation and posttranscriptional modification. *Pmp22* has two major different mRNAs that differ only in their 5′-untranslated regions (5′-UTRs). This difference causes alternative usage of two promoters located upstream of the exons 1A (P1) and 1B (P2). Both P1 and P2 are developmentally regulated in SCs and contribute to Pmp22 levels in mature SCs. P1 is SC specific, and P2 is more often used in other tissues where *Pmp22* is expressed at a lower level (*17*, *18*). Increased PMP22 in gene dosage results in the inherited demyelinating peripheral neuropathies Charcot-Marie-Tooth disease type 1A (*20*), while decreases cause hereditary neuropathy with liability to pressure palsies (*21*).

The PMP22 gene expression has been detected within and outside the nervous system and in several cancers, and a number of studies have reported either up- or down-regulation of the gene/protein in different models. Amplification of chromosome 17p11.2 region and the PMP22 protein expression have been associated with human osteosarcoma and glioblastoma (*22*). The PMP22 gene/protein expression is markedly up-regulated in gastric cancer–derived tumorspheric cells and contributes to cell proliferation, tumorsphere formation, and chemoresistance to cisplatin (*23*). Conversely, the *PMP22* gene expression is diminished in metastatic carcinoma cells compared with primary carcinoma cells, suggesting that it might serve as a prognostic marker (*24*). Here, we showed that dual deletion of mouse *Runx1/3* in SCs and SC precursors (SCPs) significantly delayed neurofibromagenesis and prolonged mouse survival. We showed that RUNX1/3 regulated *Pmp22* expression by switching alternative promoter usage and markedly induced levels of protein expression of *Pmp22* to drive neurofibromagenesis. We also showed that pharmacological inhibition of RUNX/CBFB activity significantly reduced mouse neurofibroma growth in vivo, implicating a novel signaling pathway involving RUNX1/3 repression of *Pmp22* in neurofibroma initiation and/or maintenance.

## RESULTS

### Conditional knockout of *Runx1* transiently delays neurofibroma growth and induces compensatory overexpression of *Runx3* in the *Runx1*^*fl/fll*^*;Nf1*^*fl/fl*^*;DhhCre* mouse model

We have previously shown that targeted genetic deletion of *Runx1* in SCs and SCPs decreases neurofibroma formation at 4 months (*14*), but we found that there was no difference in tumor volume at 7 months of age (*P* = 0.38) (fig. S1A). Because all three RUNX proteins (with CBFB) bind to the same DNA motif to exert their effects, it is possible that phenotypes observed upon conditional inactivation of *Runx1* were attenuated by compensation of *Runx2* and/or *Runx3*. Quantitative reverse transcription polymerase chain reaction (qRT-PCR) on *Runx1^fl/fl^;Nf1^fl/fl^;DhhCre* mouse tumors/DRGs and age-matched *Nf1^fl/fl^;DhhCre* tumors indicated that *Runx3* expression displayed a pronounced time-dependent, increase (fig. S1B). Immunohistochemistry (IHC) on 7-month-old *Runx1^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/tumors verified stronger *Runx3* expression compared with age-matched *Nf1^fl/fl^;DhhCre* tumors (fig. S1C), suggesting induced compensation of *Runx3* upon conditional knockout of *Runx1*.

To determine whether *Runx3* affects *Runx1* knockout SCPs, we used *shRunx3* to transduce *Runx1^fl/fll^;Nf1^fl/fl^;DhhCre* DRG/tumor-derived mouse neurofibroma spheres. We found a significant decrease in the numbers of neurofibroma spheres in all three tested clones compared with shnon-target control (*shNT*; fig. S1D), indicating that Runx3 compensated for the tumor growth upon conditional inactivation of *Runx1* in the *Nf1^fl/fl^;DhhCre* cells.

### Dual deletion of *Runx1/3* prolongs mouse survival and decreases tumor number and volume in the *Nf1*^*fl/fl*^*;DhhCre* neurofibroma mouse model

To test whether *Runx1/3* cooperates to drive neurofibromagenesis, we carried out survival analysis. Kaplan-Meier analysis revealed a significant survival difference between *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice and littermate *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre* mice (*P* < 0.05) (Fig. 1A). We could not obtain littermate *Runx^WT^;Runx3^WT^;Nf1^fl/fl^;DhhCre* mice because of the limitation of the breeding strategy, but we did detect significantly longer survival time when we compared the *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice with previously published cohorts of *Runx^WT^;Runx3^WT^;Nf1^fl/fl^;DhhCre* mice that harbored similar background. No significance was detected on survival time between *Runx^WT^;Runx3^WT^;Nf1^fl/fl^;DhhCre* and *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre* mice, suggesting that loss of each allele of Runx1 and Runx3 only might not change tumor penetration rate. We also quantified total neurofibroma burden by volumetric measurement of magnetic resonance imaging (MRI) scans, followed by mixed-effects analysis of tumor volume. Tumor size was significantly smaller at 7 and 12 months in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice (*n* = 13) compared with littermate controls (*Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre*; *n* = 11; Fig. 1B).

**Fig. 1:**
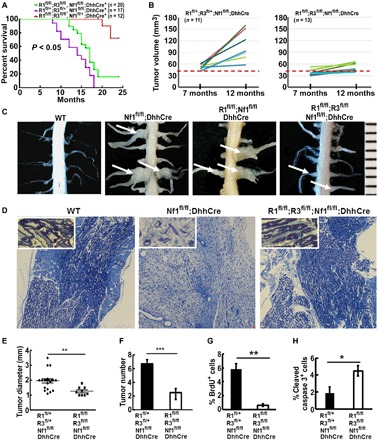
Dual deletion of Runx1/3 prolongs survival time and decreases tumor number and size in the *Nf1^fl/fl^;DhhCre* neurofibroma mouse. (**A**) Kaplan-Meier survival curve. Purple, *Runx1^fll+^;Runx3 ^fl/+^;Nf1^fllfl^;DhhCre;* green, Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre;* red, Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl+^*;*DhhCre*. (**B**) Each mouse volume at 7 and 12 months in controls (*Runx1^fll+^;Runx3 ^fl/+^;Nf1^fllfl^;DhhCre* mice) (left) and Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice (right). Dashed lines indicate all the control mice volume >40 mm^3^ at 7 months, while the double-knockout mice volume varied. Mouse tumor volume statistical analysis: Mixed model analysis. Mixed-effects analysis of tumor volume showed *P* < 0.001 between *Runx1^fll+^;Runx3 ^fl/+^;Nf1^fllfl^;DhhCre* mice and Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice at 7 and 12 months, respectively. (**C**) Representative gross dissections of thoracic paraspinal neurofibromas and nerve roots in 12 months of age-matched WT (left), *Nf1^fl/fl^*;*DhhCre* mice (second from the left), Runx1*^fl/fl^;Nf1^fl/fl^;DhhCre* mice (third from the left), and *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice (right). White arrows point to tumors. Ruler showed 1-mm markings. (Photo credit: Ashley Hall and Jianqiang Wu). (**D**) Representative photographs of toluidine blue–stained semithin sections from age-matched WT (left), *Nf1^fl/fl^*;*DhhCre* (middle), and *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* (right) mouse DRGs. Top-left corner insertions are high magnification of imagings to each corresponding genotype. (**E**) Tumor diameter in the *Runx1^fll+^;Runx3 ^fl/+^;Nf1^fllfl^;DhhCre* mice (circles; *n* = 3 mice with 20 tumors) and Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice (squares; *n* = 4 mice with nine tumors) at 12 months. (**F**) Average tumor number per mouse at 12 months in the *Runx1^fll+^;Runx3^fl/+^;Nf1^fllfl^;DhhCre* mice (black bar; *n* = 3) and Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice (white bar; *n* = 4). (**G**) Cell proliferation shown as percentage of BrdU^+^ cells in *Runx1^fll+^;Runx3^fl/+^;Nf1^fllfl^;DhhCre* mice (black bar; *n* = 5) and Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice (white bar; *n* = 5). (**H**) Cell death shown as percentage of CC3^+^ cells in *Runx1^fll+^;Runx3^fl/+^;Nf1^fllfl^;DhhCre* mice (black bar; *n* = 5) and Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice (white bar; *n* = 5). (D to G) Unpaired Student’s *t* test. *P < 0.05, **P < 0.01, and ***P < 0.001. *R1^fl/fl^;R3^fl/fl^;Nf1^fl/fl^;DhhCre* = *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre*.

In the *Nf1^fl/fl^;DhhCre* model, each mouse develops 4 to 20 neurofibromas (*16*). We hypothesized that if Runx1/3 contributes to neurofibroma initiation, then tumor number should be reduced in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice. Gross dissections of 12-month-old mice showed that *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice had significantly fewer spinal cord tumors/mouse versus age-matched *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre* littermates at spinal cords (Fig. 1, C and E). Consistent with volumetric MRI scan results, neurofibroma diameter measured on spinal root–dissected sections was also significantly smaller in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice versus *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre* mice at 12 months of age (Fig. 1, C and F). Hematoxylin and eosin (H&E) staining showed that all tumors were still genetically engineered mouse–grade 1 neurofibroma (not shown). On toluidine blue–stained semithin sections, *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG showed that most of the myelin sheaths were restored to wild-type (WT) levels, with some abnormal thicker myelin sheaths. On the other hand, age-matched *Nf1^fl/fl^;DhhCre* mouse DRG had few small myelin sheaths (Fig. 1D). 5-bromo-2′-deoxyuridine–positive (BrdU^+^)–proliferating cell numbers in neurofibroma tissue sections significantly decreased in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* neurofibromas compared with *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre* mouse tumors (Fig. 1G). The numbers of apoptotic cells (cleaved caspase 3, CC3^+^) were slightly increased (Fig. 1H). Therefore, glial cell *Runx1/3* regulates *Nf1*-deficient tumor cell proliferation in neurofibromas, and coactivation of *Runx1/3* in SCs and/or SCPs is important for neurofibroma initiation and growth.

### *Runx1/3* drives neurofibromagenesis by activating oncogenic pathways and reprogramming the neuronal and immune systems

We performed RNA sequencing (RNA-seq) to investigate whether *Runx1/3* mediates changes in gene regulation involved in neurofibromagenesis. 

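Bulk RNA-seq libraries from 6 mice were used for this comparison, 3 from *Nf1 fl/fl;DhhCre* mice and 3 labelled as floxed for *Runx1* and *Runx3* as well, called double knockout here. Cre recombinase under the *Dhh* promoter deletes the floxed genes in the SC lineage, so that other cells of the dorsal root ganglion (DRG) and tumor keep intact copies. The sample labels leave *Nf1 fl/fl* out of the double-knockout genotype. They name the tissue DRG for the *Nf1 fl/fl;DhhCre* libraries and neurofibroma tumor for the libraries labelled double knockout. The genotypes and the tissue (DRG/tumors) were taken from the paper. The authors deposited the number of reads counted on each of 24062 genes, named by symbol and not normalized. The counts summed to 13884838, 16682194 and 15077965 in *Nf1 fl/fl;DhhCre* replicates 1 to 3, with a median of 15077965. They summed to 12439296, 12813735 and 15760905 in the libraries labelled double knockout, with a median of 12813735.

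The genes targeted by the design were examined first, in counts scaled to a common library total (CPM) after normalization. *Runx1*, on chromosome 16 of GRCm38 from 92601466 to 92826149, was at 131, 141 and 172 CPM in the *Nf1 fl/fl;DhhCre* libraries and at 84.5, 78.9 and 182 CPM in the libraries labelled double knockout. Replicate 3 labelled double knockout thus had the highest *Runx1* value of the 6 libraries. Over all libraries the *Runx1* log2 fold change was -0.44 (SE 0.32, adjusted p = 0.370 from limma-voom with Benjamini-Hochberg adjustment). Without that replicate it was -0.85 (adjusted p = 0.0290 from limma-voom with the same adjustment). This was the largest decrease over the 6 fits that each left out 1 library, and the smallest was -0.21. *Runx3*, on chromosome 4 from 135120652 to 135177990, was at 20.0, 15.1 and 29.9 CPM in the *Nf1 fl/fl;DhhCre* libraries and lower, at 13.6, 10.3 and 11.9 CPM, in each of the libraries labelled double knockout. Its log2 fold change was -0.79 (SE 0.30, adjusted p = 0.104 from limma-voom with Benjamini-Hochberg adjustment). Over the 6 fits that each left out 1 library it ranged from -0.99 to -0.49. *Nf1*, floxed in both genotypes, was at 303 ± 31.4 CPM (SD, n = 3) and 289 ± 40.4 CPM (SD, n = 3). Cells outside the SC lineage keep *Runx1*, so that its count in mixed tissue does not show whether the label of that library is wrong. The group is therefore described by its label, and the main results are also given without that replicate. The labels also place 1 library in another sequencing run and disagree on whether it is replicate 2 or replicate 3 of the double knockout, and each of these was left out in turn.

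**Figure D1:**
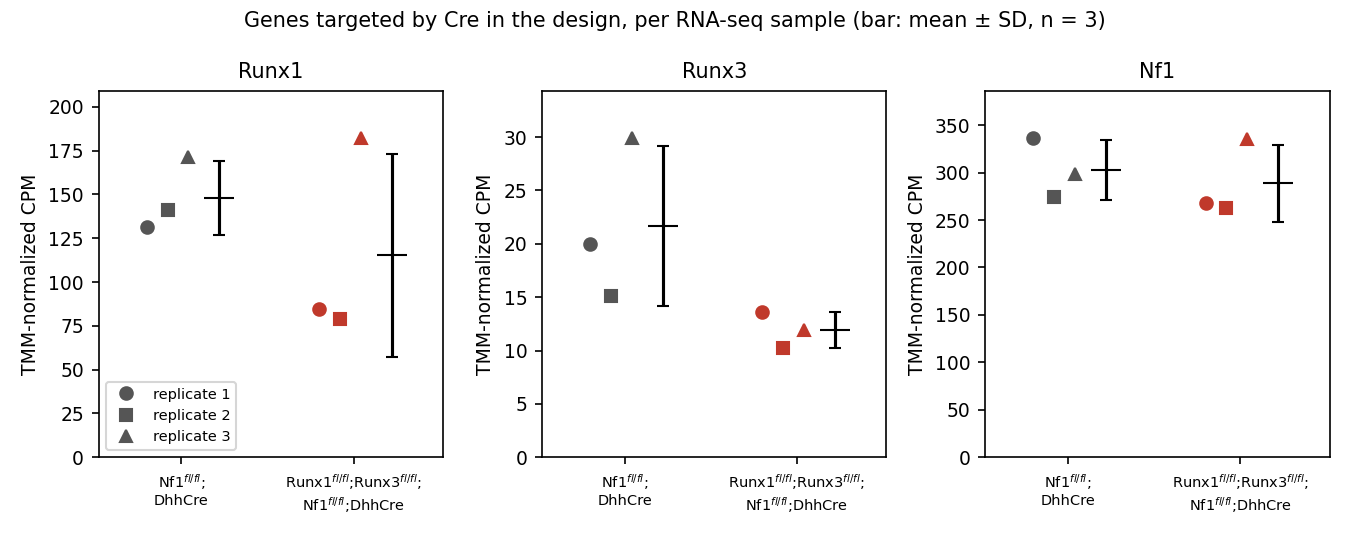
Normalized CPM (vertical axes, starting at 0) of *Runx1*, *Runx3* and *Nf1* in each of the 6 libraries by genotype, with the mean ± SD of 3 libraries as a bar. Replicate 3 labelled double knockout, at 182 CPM, lies above the 3 *Nf1 fl/fl;DhhCre* libraries in *Runx1*.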

To avoid the complexity of heterozygous knockout of *Runx1/3*, we compared RNA-seq gene expression profiles of *Nf1^fl/fl^;DhhCre* tumors and *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/tumors using a false discovery rate (FDR) *P* value of <0.05 and >2-fold change as the significant threshold. 

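The test followed the methods of the paper as far as they are stated. No filter on low counts is named in the paper's text, and genes were kept with edgeR's filterByExpr at its defaults, a minimum count of 10 per gene and 15 counts over all libraries. This left 15652 genes. Trimmed mean of M values (TMM) factors, which scale each library for its composition, ranged from 0.950 to 1.03. The fit held genotype only, and a DEG was called by the 2 thresholds that the paper states. Libraries of the same genotype were compared before they were averaged. Their counts differed by a chi-square of 21.7 to 133 per degree of freedom, where a library sequenced again would give a value near 1, so that none was a copy of another. *Xist* and the Y-linked gene *Ddx3y* showed 2 females and 1 male among the *Nf1 fl/fl;DhhCre* mice and 1 female and 2 males among those labelled double knockout.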

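Of the genes tested, 2096 were DEGs, of which 1257 were higher and 839 were lower in the libraries labelled double knockout than in the *Nf1 fl/fl;DhhCre* libraries. In each of the 2096 DEGs, all 3 libraries of one genotype lay above all 3 of the other. The setting that moved the number most, with all 6 libraries kept, was the use of unadjusted instead of adjusted p, which gave 2978 DEGs (1734 up-regulated and 1244 down-regulated). Over the 6 fits that each left out 1 library, the number ranged from 362, without *Nf1 fl/fl;DhhCre* replicate 1, to 2285, without *Nf1 fl/fl;DhhCre* replicate 2. Without *Nf1 fl/fl;DhhCre* replicate 1, 2729 genes passed when the p-value was not adjusted. Without replicate 3 labelled double knockout, in which *Runx1* was not reduced, 1595 genes were DEGs, 1122 up-regulated and 473 down-regulated.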

We identified 2887 differentially expressed RUNX1/3-responsive genes, of which 1677 genes were up-regulated and 1210 genes were down-regulated in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* DRG/tumors compared with *Nf1^fl/fl^;DhhCre* tumors (fig. S2A and table S1). 

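Gene set enrichment analysis (GSEA) asks whether the genes of a set gather at one end of a ranked list. It was run on 15565 genes ranked by the limma-voom moderated t, over 718 mouse Reactome sets. Neuronal System had an enrichment score of 0.557 and an NES of 2.53 (adjusted p = 0.00274 from 10000 gene permutations in fgsea with Benjamini-Hochberg adjustment). Its 223 genes had a median log2 fold change of 0.90, and 180 of them were higher in the libraries labelled double knockout. Cytokine Signaling in Immune system had an enrichment score of -0.577 and an NES of -2.80 (adjusted p = 0.0028 from the same permutations), with 62 of 201 genes higher. Extracellular matrix organization had a score of -0.561 and an NES of -2.74 (adjusted p = 0.0028 from the gene permutations), with 54 of 210 genes higher. Innate Immune System was closer to balance, with a score of -0.344, an NES of -1.83 (adjusted p = 0.00327 from the gene permutations) and 190 of 459 genes higher. In fits that each left out 1 library, the NES of Neuronal System stayed between 2.31, without replicate 3 labelled double knockout, and 2.63 and that of Innate Immune System between -2.01 and -1.49. An unweighted running sum moved the scores most, to an NES of 6.69 for Neuronal System. The permutations shuffle genes, not mice, and the p-values therefore describe these libraries.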

Gene set enrichment analysis showed increased neuronal system [normalized enrichment score (NES) = 0.472, *P* = 0.001], decreased cytokine signaling (NES = −0.347, *P* = 0.004), extracellular matrix organization (NES = −0.405, *P* = 0.004), and innate immune system (NES = −0.281, *P* = 0.015) (fig. S2B). Gene ontology pathway analysis showed similar deregulation of immune-related pattering (fig. S2C). In contrast, extensive activation of pathways associated with SC development and myelination or apoptosis, including neuronal system, axon guidance, diacylglycerol (DAG). and inositol 1,4,5-trisphosphate signaling, oxidative phosphorylation, and ion channel transportation, was remarkably up-regulated (fig. S2D).

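Gene ontology terms were not used here, and genes with the largest decreases are given instead. The DEGs with the largest decreases, among those with an average log2 CPM of at least 3 and no overlap between genotypes, included *Oas3*, *Klk9*, *Slamf7* and *Oas2*. *Oas3*, on chromosome 5 from 120753098 to 120777661, had 102 ± 50.7 CPM (SD, n = 3) in the *Nf1 fl/fl;DhhCre* libraries and 5.88 ± 3.20 CPM (SD, n = 3) in the libraries labelled double knockout. Its log2 fold change was -4.08 (SE 0.59, adjusted p = 0.0103 from limma-voom with Benjamini-Hochberg adjustment). The changes were -3.97 (SE 0.47) for *Klk9*, -3.79 (SE 0.79) for *Slamf7* and -3.61 (SE 0.50) for *Oas2*. *Oas2*, *Oas3* and *Klk9* belong to multigene families, and their counts are uncertain where the counting could have split reads between copies. *Slamf7* stayed a DEG in 2 of the 6 fits that each left out 1 library. A list of 13 macrophage marker genes fell by a median of 2.27 on the log2 scale in the same libraries, including replicate 3, whose *Runx1* level was not reduced.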

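Among the sets behind these pathways, ion channel transport had an NES of 2.02 (adjusted p = 0.00274 from gene permutations with Benjamini-Hochberg adjustment), with 90 of 129 genes higher in the libraries labelled double knockout. DAG and IP3 signaling had an NES of 1.95, with 23 of 32 genes higher. Ranked by log2 fold change instead of moderated t, its NES was 1.51 (adjusted p = 0.0933 from gene permutations). Axon guidance had an NES of 1.22 (adjusted p = 0.144 from gene permutations), with 141 of 266 genes higher. Without replicate 2 labelled double knockout its NES was 1.35 (adjusted p = 0.0493 from gene permutations). It changed direction with an unweighted running sum (NES -2.06) and with scaling by library size only (NES -1.26). For oxidative phosphorylation, the Reactome set of respiratory electron transport had an NES of 2.89, with 82 of 84 tested genes higher. Only 86 of its 115 genes (74.8%) were matched, too few for the set to serve as a check.

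The 5 DEGs with the largest increases were *Grik1*, *Prmt8*, *Mrgprd*, *Slitrk4* and *Pld5*. *Grik1*, which encodes a glutamate receptor subunit and lies on chromosome 16 from 87895900 to 88290265, had 7.62 ± 6.28 CPM (SD, n = 3) in the *Nf1 fl/fl;DhhCre* libraries and 78.3 ± 36.9 CPM (SD, n = 3) in the libraries labelled double knockout. Its log2 fold change was 3.61 (SE 0.63, adjusted p = 0.0139 from limma-voom with Benjamini-Hochberg adjustment). *Mrgprd*, a receptor of sensory neurons, changed by 3.31 (SE 0.30) and was a DEG in each of the 6 fits that left out 1 library. The changes were 3.49 (SE 0.64) for *Prmt8*, 3.21 (SE 0.58) for *Slitrk4* and 3.20 (SE 0.66) for *Pld5*. A list of 23 DRG sensory neuron marker genes rose by a median log2 fold change of 2.38 in the same libraries. The paper describes its pathways as associated with SC development and myelination or apoptosis.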

### Combined transcriptome profiling, ChIP-seq, and ATAC-seq analysis identifies 14 highly direct targets of RUNX1/3

To identify the genes that are directly regulated by Runx, we performed chromatin immunoprecipitation sequencing (ChIP-seq) to assess the genome-wide occupancy of RUNX1 in *Nf1*-deficient tumor cells. Eight hundred and seventy-seven differential peaks [RUNX1 versus immunoglobulin G (IgG)] were predicted using HOMER (FDR < 0.001). RUNX1 peak density was enriched within elements ±3 kb proximal to the transcriptional start sites (TSSs), and a large proportion of RUNX1 peaks were located in enhancer regions (Fig. 2A and fig. S3A). We detected a small fraction of peaks (11%) close to the ±1-kb TSS; most of the peaks were located in intergenic regions beyond 1 kb from the nearest TSS (Fig. 2B). Most RUNX1-bound regions (79.5% of RUNX1 ChIP-seq peaks) were located <100 kb from known TSS, and only 20.5% were found in >100 kb from TSS (Fig. 2B). De novo transcriptional factor (TF) enrichment results showed that RUNX(Runt)/HPC7-Runx1 (*P* = 1 × 10^−533^, consensus = NNKYTGTGGTTW) and Fra1(bZIP)/BT549-Ra1 (*P* = 1 × 10^−134^, consensus = NRTGASTCAB) were the most enriched TF motifs (fig. S3B).

**Fig. 2:**
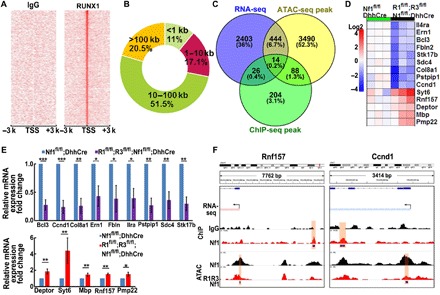
Combined transcriptome profiling, ChIP-seq, and ATAC-seq analysis identifies 14 highly plausible direct targets of Runx. (**A**) Heat maps showed the antibody-binding pattern around the TSSs region. Each panel represents 3 kb upstream and downstream of the TSSs. Left, IgG control; right, RUNX1 antibody. (**B**) Circle chart depicted RUNX1-binding site distribution in relation to the nearest annotated TSSs. Numbers represented distance from TSS (kb), and percentages represented percentage of bound regions. (**C**) Venn diagram showed the overlap of genes among RNA-seq DEGs, ChIP-seq peak, and ATAC-seq peak. For ChIP-seq and ATAC-seq, we consider differential peaks detected within ±20 kb around TSS. (**D**) Heat map showed the 14 commonly shared genes from *Nf1^fl/fl^;DhhCre* and Runx1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* tumor RNA-seq. (**E**) qRT-PCR confirmed the relative mRNA expression of the 14 targets. (**F**) Representative two genes (Rnf157: up-regulated gene; Ccnd1: down-regulated gene) showed their RNA-seq gene expression (blue: down-regulation; red: up-regulation), RUNX1-binding ChiP-seq peak, and ATAC-seq peak. *P < 0.05, **P < 0.01.

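*Rnf157*, on the minus strand of chromosome 11 from 116336353 to 116413032, was at 28.6, 59.7 and 37.2 CPM in the *Nf1 fl/fl;DhhCre* libraries. In the libraries labelled double knockout it was at 80.3, 105 and 170 CPM, a log2 fold change of 1.51 (SE 0.36, adjusted p = 0.0291 from limma-voom with Benjamini-Hochberg adjustment). It stayed a DEG in 2 of the 6 fits that each left out 1 library, with changes from 1.19 to 1.85. *Ccnd1*, on the minus strand of chromosome 7 from 144929931 to 144939925, was at 1108, 813 and 1438 CPM in the *Nf1 fl/fl;DhhCre* libraries. It was at 401, 213 and 281 CPM in the libraries labelled double knockout, a log2 fold change of -1.91 (SE 0.28, adjusted p = 0.0103 from limma-voom with Benjamini-Hochberg adjustment). *Ccnd1* stayed a DEG in 5 of those 6 fits. Replicate 3 labelled double knockout, in which *Runx1* was not lower, had the highest *Rnf157* value. The score of the DRG sensory neuron list was also highest in that replicate. For *Rnf157*, counts of mixed tissue therefore do not separate a change of cells from a change within cells.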

RUNX mediates changes in chromatin structure (*25*). We performed assay for transposase-accessible chromatin sequencing (ATAC-seq) to determine whether RUNX is associated with changes in chromatin accessibility in our system. To avoid the complexity of cell type heterogeneity within a tumor, we FACS (fluorescence-activated cell sorting)–sorted enhanced green fluorescent protein–positive (EGFP^+^) SC cells from DRG/tumor of *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* and *Nf1^fl/fl^;DhhCre* mice, where EGFP serves as a reporter in the SC lineage and represents *Runx1^−/−^;Runx3^−/−^;Nf1^−/−^* and *Runx1^WT^;Runx3^WT^;Nf1^−/−^* SCs, respectively. We identified 6979 differential ATAC-seq peaks in total (fig. S3C). Kyoto Encyclopedia of Genes and Genomes pathway by sorting of differential ATAC-seq peaks revealed areas of significances as highly enriched in protein processing in endoplasmic reticulum (ER) (log *P* = −18.4), epidermal growth factor receptor (EGFR) tyrosine kinase inhibitor resistance (log *P* = −14.1), MAPK signaling (log *P* = −13.0), transforming growth factor–β (TGF-β) signaling (log *P* = −12.0), Ras signaling (log *P* = −11.7), mammalian target of rapamycin signaling (log *P* = −10.9), phosphatidylinositol 3-kinase–Akt signaling (log *P* = −9.6), and Wnt signaling (log *P* = −8.5) (fig. S3D).

By cross-comparing ChIP-seq targets (±20 kb from TSS and *P* < 0.01), ATAC-seq open chromatin genes (±20 kb from TSS), and RNA-seq differentially expressed genes (DEGs) (FDR *P* < 0.05 and >2-fold change), we identified 14 genes that were highly plausible direct targets of RUNX1/3 (Fig. 2, C and D). 

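In the RNA-seq counts, each of the 14 genes passed both thresholds in the direction the paper gives. The paper chose them partly as DEGs of these same libraries, so that this repeats its selection and is no independent evidence. The 5 up-regulated genes had log2 fold changes from 1.01 to 2.98 and the 9 down-regulated genes from -2.44 to -1.08. Their adjusted p-values lay between 0.00613 and 0.0427 (limma-voom with Benjamini-Hochberg adjustment). No value of one genotype overlapped the other in any of the 14, as was so for all 2096 DEGs. Leaving out 1 library lowered the number past the thresholds to between 5 and 13. Scaled by library size only, 13 of the 14 passed, with *Deptor* at 0.94 and below 2-fold. With sample quality weights 13 passed, with *Bcl3* at -0.95. With the muscle score or with sex as a covariate, both chosen after seeing the data, 13 passed, with *Deptor* at 0.89 in each. Without replicate 3 labelled double knockout, in which *Runx1* was not reduced, 11 passed. Counts of mixed tissue do not separate a change of cells from a change within cells for any of the 14. The ChIP-seq and ATAC-seq peaks of this comparison were not analysed here. From genes shared by these lists, the paper concludes that the 14 are plausible direct targets of RUNX1/3.

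**Figure D2:**
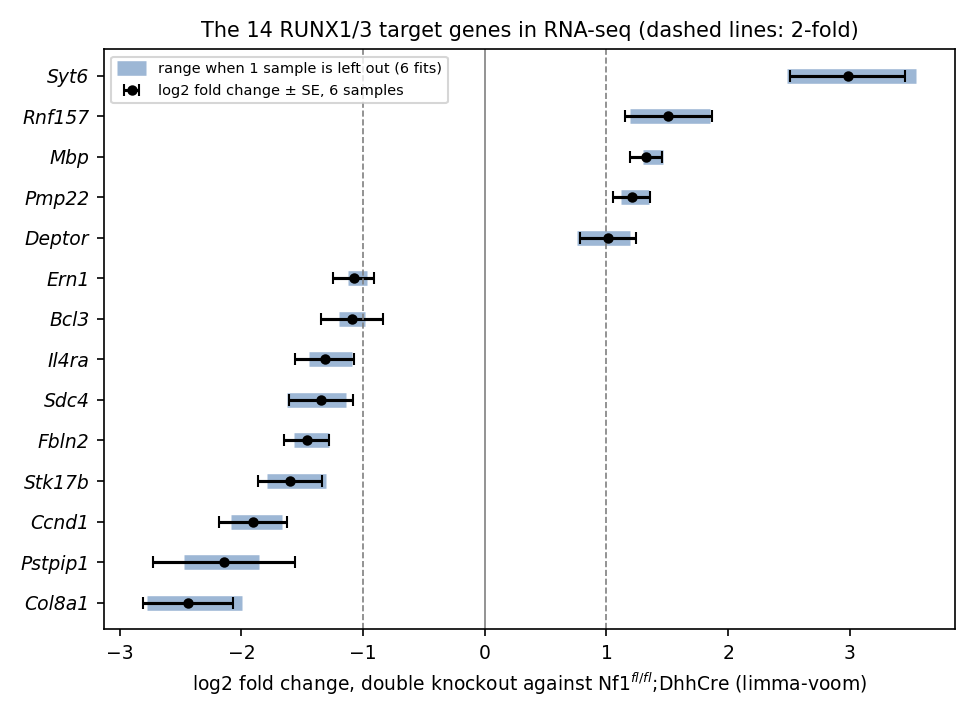
Log2 fold change (horizontal axis, libraries labelled double knockout against *Nf1 fl/fl;DhhCre*) of the 14 genes, with points and whiskers for the limma-voom estimate ± SE and bands for the range over the 6 fits that each left out 1 library. The estimates run from -2.44 for *Col8a1* to 2.98 for *Syt6*, and no band crosses 0.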

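*Mbp*, *Deptor* and *Syt6* differed in how firmly they rose. *Mbp*, on chromosome 18 from 82475146 to 82585637, had 760 ± 109 CPM (SD, n = 3) in the *Nf1 fl/fl;DhhCre* libraries and 1881 ± 161 CPM (SD, n = 3) in the libraries labelled double knockout. Its log2 fold change was 1.32 (SE 0.13, adjusted p = 0.00613 from limma-voom with Benjamini-Hochberg adjustment), and it was a DEG in each of the 6 fits that left out 1 library. *Syt6*, on chromosome 3 from 103575231 to 103645569, rose from 8.94 ± 5.73 CPM to 62.0 ± 18.1 CPM (SD, n = 3 each). Its log2 fold change of 2.98 (SE 0.47, adjusted p = 0.0116 from limma-voom with Benjamini-Hochberg adjustment) held in 5 of those fits. *Deptor*, on chromosome 15 from 55112317 to 55259271, rose from 276 ± 35.2 CPM to 571 ± 195 CPM (SD, n = 3 each). Its change of 1.01 (SE 0.23, adjusted p = 0.0266 from limma-voom with Benjamini-Hochberg adjustment) was near the 2-fold limit, and it was a DEG in 3 of the fits. One of the libraries labelled double knockout was not reduced in *Runx1*.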

The up-regulated genes were related to SC myelination (*Mbp* and *Pmp22*), kinase activity (*Deptor*), E3 ubiquitin ligase (*Rnf157*), and mediation of Ca^2+^ regulation of exocytosis (*Syt6*). 

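*Col8a1*, on chromosome 16 from 57624258 to 57754737, had the largest decrease of the 14 genes. It was at 2626 ± 343 CPM (SD, n = 3) in the *Nf1 fl/fl;DhhCre* libraries and 531 ± 285 CPM (SD, n = 3) in the libraries labelled double knockout (log2 fold change -2.44, SE 0.37, adjusted p = 0.0111 from limma-voom with Benjamini-Hochberg adjustment). *Fbln2*, on chromosome 6 from 91212455 to 91272540, was at 238 ± 44.2 CPM and 85.6 ± 14.4 CPM (SD, n = 3 each), a change of -1.46 (SE 0.19). Both stayed DEGs in each of the 6 fits that left out 1 library. *Stk17b* (-1.60, SE 0.26) and *Il4ra* (-1.32, SE 0.24) did so in 5 of them, and *Sdc4* (-1.35, SE 0.26) and *Ern1* (-1.08, SE 0.17) in 3. *Bcl3*, on chromosome 7 from 19808462 to 19822770, was at 9.81 ± 1.55 CPM and 4.57 ± 0.561 CPM (SD, n = 3 each). Its change of -1.09 (SE 0.26, adjusted p = 0.0287 from limma-voom with Benjamini-Hochberg adjustment) was lost from the DEGs in each of those 6 fits, with values from -1.20 to -0.98. *Pstpip1*, on chromosome 9 from 56089962 to 56128888, had the lowest counts of the 14, 80, 48 and 102 against 13, 9 and 20. Its change of -2.14 (SE 0.58, adjusted p = 0.0427 from limma-voom with Benjamini-Hochberg adjustment) passed in 1 fit. These directions are those of the libraries as labelled, 1 of which was not reduced in *Runx1*.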

The down-regulated genes were related to oncogenes that activate nuclear factor κB signaling (*Bcl3* and *Stk17b*), cell cycle (*Ccnd1*), ER stress (*Ern1*), cell surface interacting gene (*Sdc4*), promotion of T helper 2 cell differentiation gene (*Il4ra*), and cell structure maintenance genes (*Col8a1*, *Fbln2*, and *Pstpip1*) (Fig. 2D). The relative mRNA expression of these genes was confirmed by qRT-PCR (Fig. 2E). Gene expression data were consistently correlated with chromatin accessibility (Fig. 2F).

### *Pmp22* is a direct target of RUNX1/3 in neurofibroma

We previously showed that P75^+^/EGFR^+^ SCs are potential neurofibroma-initiating cells (*26*) and that they showed differential gene expression profile compared with WT P75^+^/EGFR^−^ SCs. To identify genes that might be related to neurofibroma initiation, we compared these 14 genes to those overexpressed in a neurofibroma tumor–initiating cell microarray dataset GSE122773 (*14*). We identified *Pmp22* as the only common gene (Fig. 3A). The *Pmp22* expression was confirmed by qRT-PCR (Fig. 2E). Western blots showed that PMP22 protein was expressed in WT mouse sciatic nerves but was almost undetectable in *Nf1^fl/fl^;DhhCre* mouse neurofibromas, while robust expression in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/tumors was observed (Fig. 3B). We analyzed the existing transcriptomic data (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE41747 for mouse and www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE14038 for human). We found decreased gene expression on the SC differentiation/myelination markers (*PMP22*, *MPZ*, and *MBP*) in both mouse and human plexiform neurofibromas versus WT nerve controls. On the contrary, RUNX family gene (*RUNX1*, *RUNX2*, and *RUNX3*) expression was increased in plexiform neurofibromas (fig. S4, A and B), suggesting that RUNX factors might drive the dedifferentiation/myelination of SCs in our model.

**Fig. 3:**
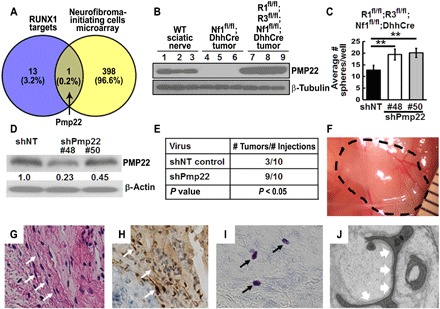
Loss of *Nf1* mediated PMP22 functions as tumor suppressor to contribute to neurofibroma initiation. (**A**) Venn diagram showed the overlap of the 14 RUNX1/3 target genes with human neurofibroma-initiating cell microarray DEGs. (**B**) Western blot of PMP22 in WT mouse sciatic nerves (1 to 3), *Nf1^fl/fl^;DhhCre* tumors (4 to 6), and *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* tumors (7 to 9). β-Tubulin was used as a loading control. (**C**) *ShPmp22* partially rescued numbers *of Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* spheres. **P < 0.01. (**D**) Western blot showed the levels of *Pmp22* knockdown by *shPmp22*. Numbers indicated the percentage of knockdown. (**E**) Neurofibroma-like lesions formed after subcutaneous injection of *shNT*- or *shPmp22*-transduced *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* DRG/neurofibroma-derived sphere cells. Statistics: Fisher’s exact test. *P* < 0.05. (**F**) A representative gross photograph of a lesion (dashed black circle) under reflected skin in a *nu/nu* mouse injected with *shPmp22*-transduced *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* DRG/neurofibroma-derived sphere cells. Ruler showed 1-mm markings. (Photo credit: Ashley Hall and Jianqiang Wu). (**G**) H&E-stained section of the tumor from (G) showed spindle cells (white arrows). (**H**) IHC showing S100β^+^ cells (brown; white arrows) in tumor. Blue is H&E counterstain. (**I**) Toluidine blue staining showed mast cells (black arrows). (**J**) Electronic micrograph showed lesions containing SCs, identified by continuous basal lamina in high magnification (white arrows).

Reports show that *Pmp22* is also regulated by other genes such as Sox10, Egr2, and Hippo regulators (*27*). To determine whether these regulators are related to Pmp22 expression in our system, we searched the gene expression change on the *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* versus *Nf1^fl/fl^;DhhCre* tumor RNA-seq data. 

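*Sox10*, on chromosome 15 from 79154908 to 79165240, was at 221 ± 23.4 CPM (SD, n = 3) in the *Nf1 fl/fl;DhhCre* libraries and 235 ± 31.0 CPM (SD, n = 3) in the libraries labelled double knockout. Its log2 fold change was 0.10 (SE 0.15, adjusted p = 0.677 from limma-voom with Benjamini-Hochberg adjustment). *Egr2*, on chromosome 10 from 67535475 to 67542188, was at 86.3 ± 12.0 CPM and 102 ± 24.3 CPM (SD, n = 3 each). Its change of 0.23 (SE 0.20, adjusted p = 0.467 from limma-voom with Benjamini-Hochberg adjustment) was within the spread of the libraries. The Hippo effector *Yap1* changed by -0.19 (SE 0.14, adjusted p = 0.357 from limma-voom with Benjamini-Hochberg adjustment). The files list both *Taz* and *Wwtr1*, and the annotation places the former on chromosome X and gives *Taz* as an older symbol of the latter, on chromosome 3. *Taz* changed by -0.06 (SE 0.22, adjusted p = 0.877 from limma-voom with Benjamini-Hochberg adjustment). *Wwtr1* fell from 263 ± 11.9 CPM to 179 ± 31.8 CPM (SD, n = 3 each). Its change of -0.56 (SE 0.14, adjusted p = 0.0359 from limma-voom with Benjamini-Hochberg adjustment) was smaller than 2-fold, and no library of one genotype overlapped the other. *Tead1* changed by -0.52 (SE 0.16, adjusted p = 0.0561 from limma-voom with Benjamini-Hochberg adjustment), again without overlap. None of these genes was a DEG in this comparison, in which 1 library labelled double knockout was not reduced in *Runx1*.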

We found that there was no significant differential expression among these genes (fig. S5), suggesting that more sample replicates might be needed or these regulators might be less relevant to *Pmp22* expression upon loss of *Nf1*.

### Loss of *Nf1* mediated PMP22 functions as tumor suppressor to contribute to neurofibroma initiation

We used neurofibroma sphere culture, a system enabling detection of growth and self-renewal of nervous system stem cells/progenitors, to determine whether *Pmp22* was related to SCP growth upon loss of *Nf1*. We knocked down *Pmp22* from *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/neurofibroma-derived spheres, which has high *Pmp22* expression using *shPmp22*s or shNT. Sphere numbers were significantly increased 4 days after *shPmp22* transduction versus *shNT* controls (Fig. 3D). The overall average sphere size was similar (not shown). We confirmed decreased *Pmp22* by Western blot (Fig. 3E). Thus, loss of Runx1/3 increased Pmp22 expression in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre*, while decreasing *Pmp22* expression increased *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* SCP’s self-renewal in vitro.

In many cancers, self-renewing stem/progenitor-like cells contribute to tumorigenesis. To test whether tumor formation was affected by *Pmp22* reduction, we transplanted the above dissociated *shPmp22* or *shNT* control sphere cells into nude mice (*nu/nu*). Eight weeks after transplantation, neurofibroma-like microlesions were detected in 8 of 10 *nu/nu* mice, which were transplanted subcutaneously with *shPmp22* lentivirus-transduced *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/tumor-derived sphere cells, while fewer lesions (3 of 10) were detected in *shNT* controls (*P* < 0.05) (Fig. 3, E and F). H&E staining of tissue sections showed features of neurofibroma-like lesion with spindle shape cells (Fig. 3G), anti-S100β^+^ SCs (Fig. 3H), and toluidine blue–positive mast cells (Fig. 3I). On electron micrographs, these lesions contained SCs, identified by their wrapping of axons and continuous basal lamina (Fig. 3J). These in vitro and in vivo genetic results supported the conclusion that *Pmp22* was an important target of *Runx1/3*-mediated neurofibromagenesis.

### Overexpression of *Pmp22* in mouse neurofibroma SCs decreases cell proliferation

We overexpressed *Pmp22* in mouse neurofibroma SCs to further determine the role of *Pmp22* on SC growth. Western blot confirmed *Pmp22* expression on these selected cells (Fig. 4A). MTS assay showed that cell growth decreased significantly by passage 4 cells (day 3), and almost no cell growth was detected from days 5 to 7 (Fig. 4B). 5-ethynyl-2′-deoxyuridine (EdU) assays showed significantly decreased cell proliferation (21 days after puromycin selection) (Fig.4, C and D) but no difference in apoptosis as detected by CC3.

**Fig. 4:**
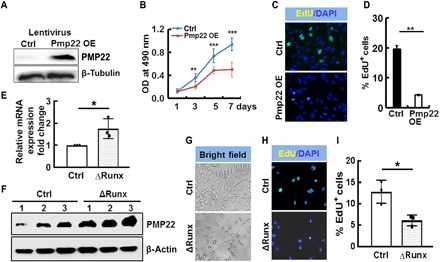
*Pmp22* inhibits mouse neurofibroma SC proliferation, and overexpression of *Pmp22* induces cell senescence. (**A**) Western blot showing PMP22 expression on lentivirus control (Ctrl) or PMP22 overexpression (OE) lentivirus-transduced mouse neurofibroma SCs. β-Tubulin was used as a loading control. (**B**) MTS assay showing significantly decreased cell growth in Pmp22 overexpressing mouse neurofibroma SCs compared with lentivirus control cells starting at day 3 and stopping cell growth at day 5. OD, optical density. (**C**) Representative EdU (green) and 4′,6-diamidino-2-phenylindole (DAPI) (blue) images on control (top) and Pmp22 overexpressing (bottom) mouse neurofibroma SCs. (**D**) Quantification of percentage of EdU^+^ cells on control (black bar) and Pmp22 overexpressing cells (white bar). (**E**) qRT-PCR of the relative mRNA expression of Pmp22 on Δ*Runx* cells normalized to control (*n* = 3 per group). (**F**) Representative Western blot of Pmp22 on three independent controls and three independent ΔRunx cells. (**G**) Representative bright-field images of mouse neurofibroma SCs. Top (control): Cells were transduced by lentivirus, but the RUNX-*Pmp22*–binding sites remained intact. Bottom (Δ*Runx*-*Pmp22*): Homozygous deletion of five putative RUNX-binding sites in *Pmp22* gene by CRISPR-Cas9 approach (Δ*Runx*). (**H**) Representative EdU (green) and DAPI (blue) images on control (top) and Δ*Runx* (bottom) mouse neurofibroma SCs. (**I**) Quantification of percentage of EdU^+^ cells on control (white bar; *n* = 3) and Δ*Runx* cells (light gray bar; *n* = 3). *P < 0.05, **P < 0.01, and ***P < 0.001.

### Deletion of RUNX-binding sites in *Pmp22* gene decreases cell proliferation and increases *Pmp22* expression

ChIP-seq identified five putative RUNX-binding sites (TGTGG) in the *Pmp22* gene (fig. S6A). To determine the importance of these RUNX-*Pmp22*–binding sites, we used a CRISPR-Cas9 approach to delete this sequence in mouse neurofibroma SCs. We identified four independent homozygous deletion clones (clones #12, #65, #79, and #85; designated Δ*Runx*). We confirmed the deletion by sequencing (fig. S6, B and C). Consistent with the in vivo genetic results, qRT-PCR showed increased expression of PMP22 at both RNA and protein levels on the analyzed homozygous clones compared with controls (Fig. 4, E and F). We noted that the in vitro Pmp22 RNA expression change was similar to the genetic data (~2-folds), but the induction of protein levels was much less marked compared with the in vivo genetic data, and we also detected PMP22 protein expression in WT controls in Western blot. One of the possible explanations is that these cells have been cultured in vitro for a long time (~4 months) in the presence of forskolin, which can increase both SC PMP22 mRNA and protein expression in vitro. The Δ*Runx* cells showed decreased cell growth on bright microscopy (Fig. 4G), EdU^+^ proliferating cells decreased significantly as compared with cells transduced by lentivirus, but the five binding sites remained intact (Fig. 4, H and I). No difference was detected on the number of apoptotic cells (not shown). The PMP22 expression increased in Δ*Runx* cells in immunofluorescence staining. However, the PMP22 protein expression was retained in perinuclear-reticular structures, especially in Golgi body (not shown).

### RUNX1/3 regulates *Pmp22* promoter usage

*Pmp22* has four protein-coding transcript variants [ENSMUST00000108702 (encoding using P1 promoter), ENSMUST0000001836 (encoding using P2 promoter), ENSMUST00000108700, and ENSMUST00000108701] (www.ensembl.org). Although all four transcripts can produce the same protein product, the preferential usage of each transcript depends on tissue types and developmental context. Analysis of chromatin accessibility by ATAC-seq revealed a preponderance of open chromatin accessibility at P2 region in FACS-sorted *Nf1^fl/fl^;DhhCre* SCs compared with *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* tumor SCs (Fig. 5A). Notably, *Pmp22* mRNA relative expression fold change (Fig. 2E) was lower than bulk tumor RNA-seq analysis (2.3×; table S1). 

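*Pmp22* lies on the plus strand of chromosome 11 of GRCm38 from 63128982 to 63159547. The deposited counts are per gene, so that they add the reads of its transcripts together. It was at 3817 ± 327 CPM (SD, n = 3) in the *Nf1 fl/fl;DhhCre* libraries and 8806 ± 1419 CPM (SD, n = 3) in the libraries labelled double knockout, a 2.31-fold difference. The log2 fold change was 1.21 (SE 0.15, adjusted p = 0.00835 from limma-voom with Benjamini-Hochberg adjustment). Over 8 other settings with all 6 libraries it stayed between 1.13 and 1.22, and over the 6 fits that each left out 1 library between 1.12 and 1.35. *Pmp22* was a DEG in each of these fits. Without replicate 3 labelled double knockout, in which *Runx1* was not lower, the change was 1.12 (adjusted p = 0.0170 from limma-voom with Benjamini-Hochberg adjustment). A list of 16 genes of myelinating SCs, *Pmp22* among them, had a median log2 fold change of 1.41, and a list of 13 general SC genes one of -0.05. Relative to the mean of the general SC genes, *Pmp22* was at 4.31 ± 0.098 on the log2 scale in the *Nf1 fl/fl;DhhCre* libraries and 5.33 ± 0.030 (SD, n = 3 each) in the others. The exact permutation test gave a two-sided p = 0.1, the smallest that 3 libraries against 3 allow. From the lower fold change by qRT-PCR, the paper proposes as a possibility that transcripts from different promoters might contribute to the difference.

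**Figure D3:**
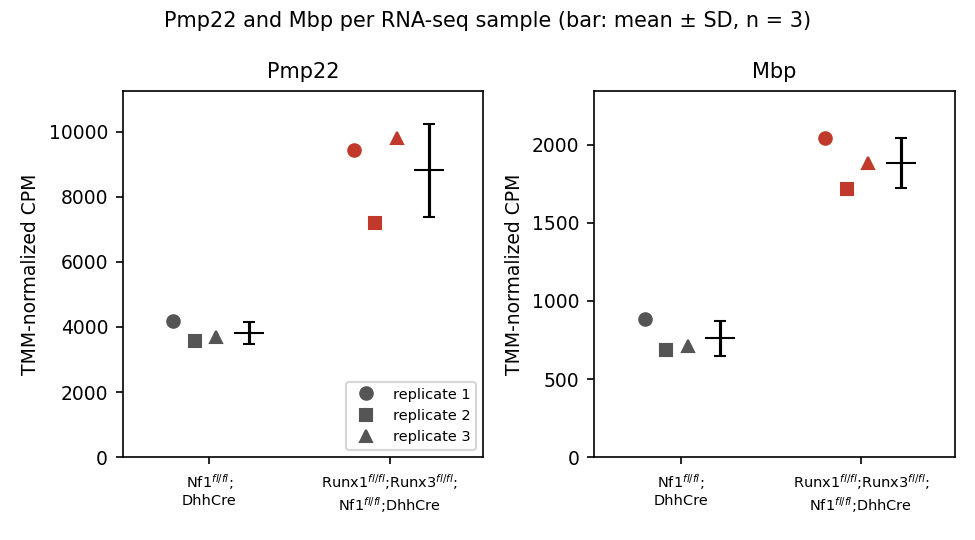
Normalized CPM (vertical axes, starting at 0) of *Pmp22* and *Mbp* in each of the 6 libraries by genotype, with the mean ± SD of 3 libraries as a bar. *Pmp22* lies between 3575 and 4189 CPM in the *Nf1 fl/fl;DhhCre* libraries and between 7180 and 9793 CPM in the libraries labelled double knockout.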

One of the possibilities is that different transcripts (promoters) might contribute to this difference because RNA-seq only identified statistically significant expressed transcripts, while the primers we used in the bulk tumor qRT-PCR recognized all four transcripts. To determine whether that was the case, we checked the abundance of each transcript from bulk tumor RNA-seq data using Kallisto. We found that the abundances of ENSMUST00000108700 and ENSMUST00000108701 were negligible. Only ENSMUST00000108702 and ENSMUST0000001836 were abundant. *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* P1 transcript was 2.3-fold up-regulated compared with *Nf1^fl/fl^;DhhCre* (*P* < 0.05; Fig. 5B). The P2 transcript was ~2× more abundant than the P1 transcript in both tumors, but no statistically significant differential expression was detected between; therefore, P2 transcript’s effect on the gene-level differential change could be small in the bulk tumor RNA-seq. To exclude the influence of *Pmp22* RNAs from WT SCs and possible other tissues in bulk tumors, we checked the above two transcript variants’ relative mRNA expression levels on FACS-sorted EGFP^+^ SCs using special primers that only recognized each transcript by qRT-PCR. Consistent with the RNA-seq data, we found that only P1 transcript showed statistically significant differential expression in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* versus *Nf1^fl/fl^;DhhCre*, with a 2.7-fold up-regulation (*P* < 0.05; Fig. 5C). These results indicated that P1 transcript was the actual contributor on *Pmp22* gene expression in SCs in both genotypes, while in *Nf1^fl/fl^;DhhCre* tumor cells, P2 might have been used to drive Pmp22 expression in other tissues.

**Fig. 5:**
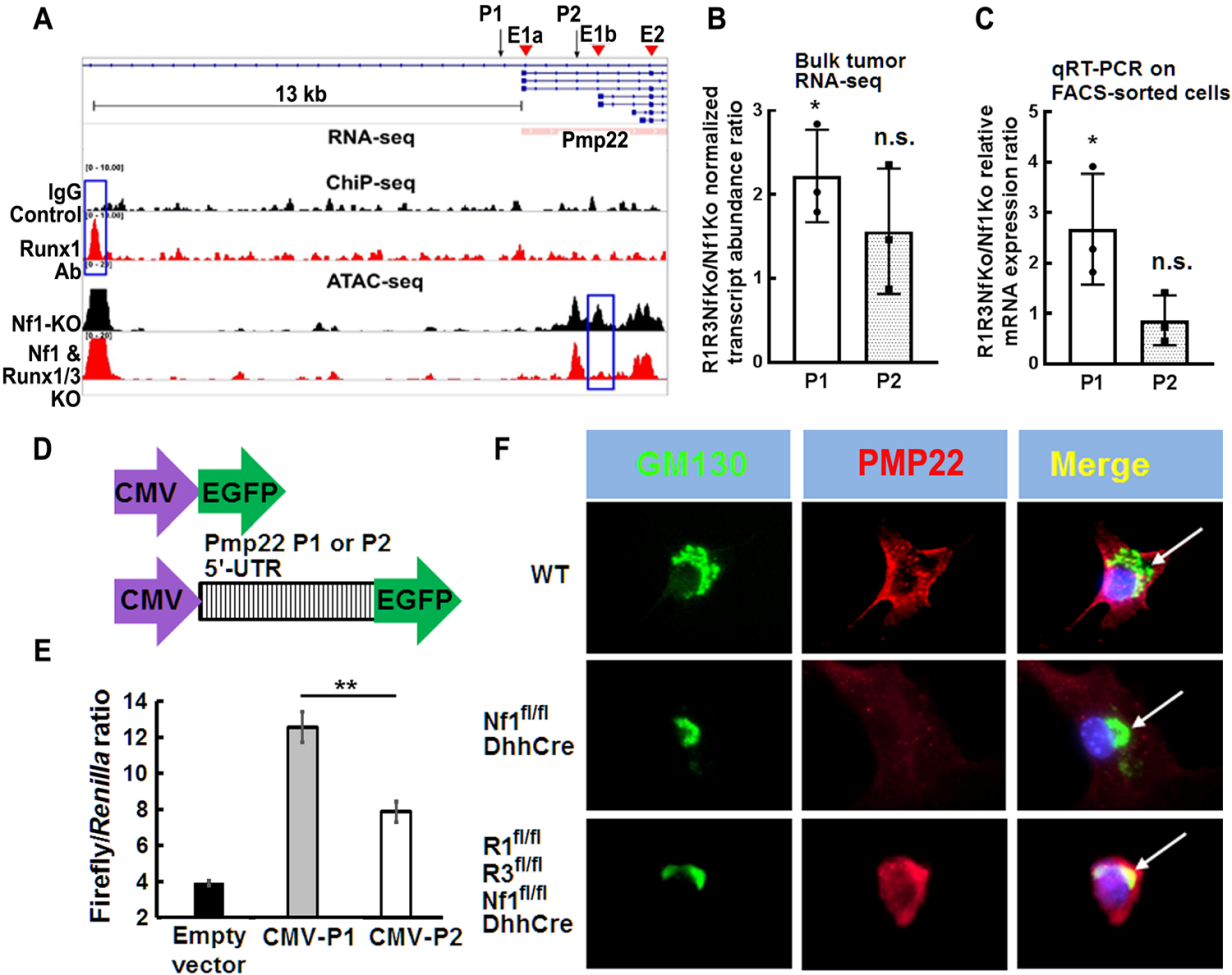
*Runx1/3* regulates the alternative promoter usage and affects posttranslational modification of *Pmp22*. (**A**) Upper two bands: RUNX1 ChIP-seq showed the binding peak near *Pmp22* (blue box). IgG was used as control. Lower two bands: ATAC-seq on *Nf1^fl/fl^;DhhCre* and *Runx*1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* showed more *Pmp22* P2 open chromatin in *Nf1^fl/fl^;DhhCre* SCs (blue box). Top-right corner arrow pointed to TSS. Underneath, red bars indicated that *Pmp22* mRNA expression was up-regulated in *Runx*1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* versus *Nf1^fl/fl^;DhhCre* mice. Ab, antibody. (**B**) Ratio of normalized *Pmp22* P1 (white bar) and P2 (light gray bar) transcript abundance in *Runx*1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* (R1R3Nf1Ko) versus *Nf1^fl/fl^;DhhCre* (Nf1Ko) from bulk tumor RNA-seq data. (**C**) qRT-PCR showed *Pmp22* P1 (white bar) and P2 (light gray bar) relative mRNA expression in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* (R1R3Nf1Ko) over *Nf1^fl/fl^;DhhCre* (Nf1Ko) from FACS-sorted EGFP^+^ cells. n.s., not significant. (**D**) Diagram showed the cloning strategy of Pmp22 P1 5′-UTR or P2 5′-UTR with CMV into pGL2 luciferase reporter assay vector. Only CMV was used as control. (**E**) Luciferase reporter assay showed that P2 5′-UTR (CMV-P2) had less posttranscriptional modification activity compared with P1 5′-UTR (CMV-P1) in immortalized WT mouse SCs. (**F**) Representative immunofluorescence images of GM130 (green) and PMP22 (red) in WT (top), *Nf1^fl/fl^;DhhCre* (middle), and *Runx*1*^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* (bottom) mouse neurofibroma/DRG SCs. White arrows pointed to GM130 (Golgi body) and PMP22 colocalization. *P < 0.05 and **P < 0.01.

It is previously reported that PMP22 protein expression might be partially influenced by the conserved alternative 5′-UTR (*28*). RegRNA2 search (http://regrna2.mbc.nctu.edu.tw) showed that there was a significant difference in the motif compositions of P1 and P2 5′-UTR regions; therefore, they might affect posttranscriptional control and translation efficiency. Thus, we adapted a luciferase reporter assay system to test whether the 5′-UTRs of the *Pmp22* P1 and P2 transcripts affect the PMP22 translation in our system. The EGFP luciferase was activated by two components: a cytomegalovirus (CMV) promoter and the P1 5′-UTR or P2 5′-UTR (Fig. 5D). CMV alone caused low luciferase transcriptional activity but was markedly increased by P1 5′-UTR or P2 5′-UTR (Fig. 5E). Significantly higher luciferase activity was driven by the P1 5′-UTR promoter vector compared with the P2 5′-UTR promoter (Fig. 5E), suggesting that the P1 5′-UTR had stronger activity in modifying posttranscriptional Pmp22 mRNA compared with the P2 5′-UTR.

In WT SCs, PMP22 is rapidly degraded in the ER, so that only a small portion of the total PMP22 accumulates in the Golgi body, to be translocated to the SC membrane when axonal contact and myelination occur (*29*). We performed immunofluorescence staining of PMP22 together with a cis-Golgi marker, GM-130, to visualize the PMP22 localization. The PMP22 expression was high in WT mouse SCs, both on the cell membrane and in the Golgi body (fig. S5F), but was almost undetectable in *Nf1^fl/fl^;DhhCre* tumor cells. High expression of PMP22 was detected in the *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* tumor cells in intracellular structures, including Golgi body, suggesting that RUNX1/3 changes the intracellular trafficking of PMP22. Together, we concluded that the combined outcome of the *Runx1/3*-mediated *Pmp22* promoter usage and protein metabolism leads to alternative diminished *Pmp22* expression in *Nf1^−/−^* SCs and SCPs and neurofibromagenesis.

### Ro5-3335 decreases neurofibroma growth by inhibiting SC proliferation and inducing SC apoptosis

Last, we tested in vivo the effect of inhibition of *RUNX/Cbf-*β activity using the small molecular inhibitor, Ro5-3335, which inactivates RUNX and *Cbf-*β functions by sandwich-like binding to RUNX and CBF-B, thereby interrupting the association between them (*30*). Because Ro5-3335 can be toxic, we first determined the maximum tolerated dose (MTD) and dose de-escalation. We defined the MTD as 100 mg/kg twice daily from Mondays to Fridays and once daily on Saturdays and Sundays. We then treated the *Nf1^fl/fl^;DhhCre* mice by oral gavage Ro5-3335 (*n* = 12) or vehicle control (*n* = 13) at MTD for 8 weeks. A few mice lost <10% weight during the first 2 weeks, but all regained normal weight thereafter. Two drug-treated mice were removed from the cohort because of severe dermatitis and were excluded from the statistical analysis. All other mice survived, and there were no obvious side effects apart from drowsiness due to Ro5-3335 benzodiazepine derivative effects (*30*). Volumetric measurement showed a significant decrease in tumor volume in Ro5-3335–treated mice compared with vehicle controls (Fig. 6A). Ro5-3335 significantly reduced the number of Ki67^+^ proliferating cells (Fig. 6, B and C) and induced CC3^+^ apoptotic cells (Fig. 6, D and E). The relative mRNA expression changes on four selected genes from RNA-seq (two up-regulated and two down-regulated in genetic results) were consistent with the genetic results (Fig. 6, F and G). Western blot verified that the PMP22 protein expression increased in these Ro5-3335–treated mouse neurofibromas compared with vehicle controls (Fig. 6H).

**Fig. 6:**
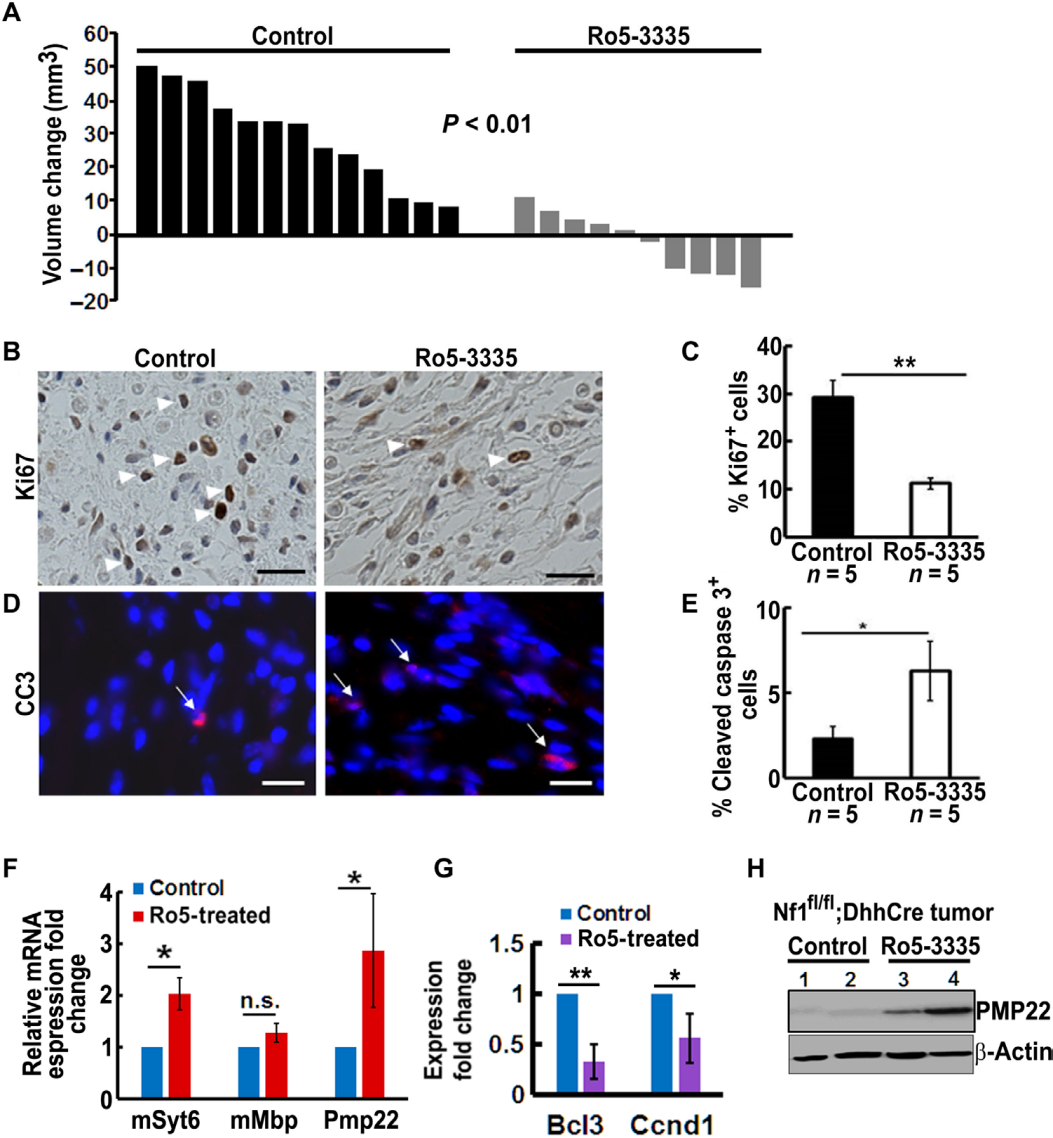
RUNX/CBFB interaction inhibitor, Ro5-3335, significantly decreases mouse neurofibroma growth in vivo. (**A**) Waterfall plot showed mouse tumor volume change. Data from each mouse were shown as a single bar. Change in tumor volume was quantified between 7 and 9 months for each individual mouse treated with vehicle control (control) (black bars; *n* = 13) or Ro5-3335 (gray bars; *n* = 10) for 8 weeks. (**B** and **C**) Ro5-3335–inhibited neurofibroma cell proliferation readout by the percentage of Ki67^+^ cells. (**D** and **E**) Ro5-3335–induced neurofibroma cell apoptosis as assessed by the percentage of CC3^+^ cells. (**F** and **G**) Relative mRNA expression of Ro5-3335–treated mouse neurofibromas compared with vehicle controls on up- (F) and down-regulated (G) genes. (**H**) Western blot of PMP22 in *Nf1^fl/fl^;DhhCre* tumors (1 and 2) and Ro5-3335–treated *Nf1^fl/fl^;DhhCre* tumors (3 and 4). β-Actin was used as loading control. *P < 0.05 and **P < 0.01.

## DISCUSSION

In this study, we performed in-depth investigation into the cooperative oncogenic roles of *Runx1/3* in *Nf1* neurofibromagenesis. We showed that either genetic deletion or pharmacological inhibition of *Runx1/3* function decreased mouse neurofibroma burden in vivo. We further showed that the underlying mechanism was that *Runx1/3* regulated alternative promoter usage and markedly induced levels of protein expression of PMP22, a direct target of RUNX1/3, to drive neurofibromagenesis. The RUNX family of genes can play pivotal roles in the initiation and/or maintenance of tumor cells via transcriptional misregulation, DNA repair defects, and genomic instability and promotes the development of cancers (*12*). They often compensate each other upon conditional inactivation of one *Runx* gene. We showed that *Runx3* compensated *Runx1* to contribute to neurofibromagenesis but that dual deletion of *Runx1/3* in the *Nf1^fl/fl^;DhhCre* mice overcame the gene dose compensation and exhibited more durable effects on tumor initiation and/or maintenance. Notably, the *Runx1/3* double-knockout mice were still dying, although the mouse survival time was prolonged (Fig. 1A). It is unlikely that *Runx2* compensated the *Runx1/3* activities because RNA-seq results showed that the *Runx2* expression was 2.8-fold down in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* versus *Nf1^fl/fl^;DhhCre* mouse tumors (not shown). 

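*Runx2*, on the minus strand of chromosome 17 from 44495987 to 44814797, was at 141, 131 and 118 CPM in the *Nf1 fl/fl;DhhCre* libraries and at 53.1, 36.8 and 51.2 CPM in the libraries labelled double knockout, a 2.76-fold decrease. The log2 fold change was -1.46 (SE 0.17, adjusted p = 0.00764 from limma-voom with Benjamini-Hochberg adjustment). It stayed between -1.55 and -1.30 in the 6 fits that each left out 1 library and passed both thresholds in each. Without replicate 3, in which *Runx1* was not reduced, it was -1.55. From this decrease, the paper reasons that compensation for *Runx1/3* by *Runx2* is unlikely.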

Further experiments are needed to determine the genes/pathways that might be involved in the remaining tumors.

The RUNX transcription factors play important roles during the development in both the central and peripheral nervous systems. In the peripheral nervous system, RUNX1 and RUNX3 orchestrate dynamic gene expression change during the differentiation and maturation of DRG neurons (*31*). RUNX1 promotes adult mouse neurosphere proliferation and neuronal differentiation (*32*). We found that overexpressed *Runx1/3* represses *Pmp22* to contribute to neurofibroma initiation and maintenance. PMP22 is highly expressed in myelinating SCs and contributes to membrane organization in compact myelin to maintain the integrity of myelinated peripheral nerves (*19*). We show that *Pmp22* expression decreases significantly in *Nf1^−/−^* neurofibroma SCs and increases after *Runx1/3* knockout or RUNX1/3-*Pmp22*–binding site deletion in mouse neurofibroma SCs. This might contribute to the increase in neurofibroma nonmyelinating SCs, as compared with *Runx1/3* knockout nerves in electronic micrographs (not shown).

PMP22 expression has also been detected outside of myelinating SCs and can play important functions in cell proliferation, differentiation, and death. PMP22 protein is expressed in rat DRG SCs at embryonic day 16 (E16). These *PMP22*-expressing progenitors are multipotent and can generate non-neural cells (such as smooth muscle cells) in response to factors of the TGF-β family (*33*). We showed that the expression of *Pmp22* was increased in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/tumor spheres and that decreasing *Pmp22* expression elevated precursor number, as evidenced by increased sphere numbers (Fig. 3C). It is plausible that overexpression of Runx1/3 leads to low levels of PMP22 protein expression; therefore, P2 is used more to drive PMP22 protein expression in other tissues during neurofibroma formation. This hypothesis is strongly supported by ATAC-seq data on FACS-sorted EGFP^+^ tumor SCs, in which there is more open chromatin access in neuronal P2 promoter in *Nf1^fl/fl^;DhhCre* cells (Fig. 5A), RNA-seq data on bulk tumor (Fig. 5B), and qRT-PCR results on FACS-sorted EGFP^+^ tumor SCs (Fig. 5C).

Our results also suggest that the reduction of PMP22 proteins in *Nf1^fl/fl^;DhhCre* mouse neurofibromas may be attributed not only to reduced transcriptional regulation but also possibly to loss of RNA stability and diminished rate of posttranscriptional and/or translational modification in neurofibroma SCs, and further experiments are needed to determine whether and how these posttranscriptional steps are involved in regulating PMP22 protein expression. PMP22 expression in neurofibroma may result in alternative availability of the glial PMP22 protein during the cell cycle, leading to aberrant regulation of cell growth control during neurofibromagenesis. On the other hand, *Pmp22* mRNA levels are not always consistent with PMP22 protein expression. The varied expression of PMP22 in different tumor types indicates the role of PMP22 in growth arrest, and differentiation may be cell and tissue specific. PMP22 mRNA levels in colon cancer are not altered compared with normal tissue, yet protein levels, as measured by IHC and Western blot analysis, are significantly reduced in colon carcinoma samples compared with normal tissue (*34*). However, the rather subtle induction of *Pmp22* RNA and use of alternative promoters would not explain the markedly induced levels of PMP22 protein upon elimination of RUNX factors in our system. There are several possible explanations: (i) Different promoters might be used during neurofibroma development; (ii) transcription and posttranscriptional modification might be involved; (iii) translation might play an important role; and (iv) it might be PMP22 protein accumulation due to increased myelin sheaths (Fig. 1D), which can stabilize PMP22 protein, in *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre*. All these possibilities highlight the need for dynamic PMP22 protein analysis in neurofibroma SCs.

In normal SCs, TEAD1 and its coactivators are required for *PMP22* expression and for the expression of early growth response protein 2 (EGR2) (*27*). Enhancers that regulate *PMP22* expression are regulated by the SRY sex-determining region Y-box 10 (SOX10) and EGR2/KROX20 transcription factors (*27*). EGR2 and SOX10 activity mediates the developmental induction of *Pmp22* expression by histone modification (*35*). Contrary to activation, we show that RUNX1/3 represses *Pmp22* in *Nf1^−/−^* SCs. Although the predicted SOX10-binding motif [consensus: AATTCATG, using the CIS-BP (Catalog of Inferred Sequence Binding Preferences) database] is located in chr11:63115220-63115227 and the locations between RUNX1/3 peaks and SOX10 probably overlap, no SOX10-binding motifs have been identified between our RUNX1/3 peak and the first exon of *Pmp22*. SOX10 may compete with RUNX1/3 for the same binding site because protein-protein interaction analysis shows that RUNX1/3 and SOX10 are not direct interacting partners. SOX10 expression is down-regulated in *NF1^−/−^* neurofibromas (*36*), and it is possible that RUNX1/3 binds to this TF-binding motif in our system to drive neurofibromagenesis. However, the effect on both *Pmp22* and *Mbp* suggests that perhaps common regulators of *Mbp* and *Pmp22* may be involved during tumor initiation and/or progression. Notably, the RUNX1-binding peak is located 17.9 kb upstream of *Pmp22* TSS (Fig. 5A). This suggests that a chromatin looping structure might be involved in the binding process. Chromosome conformation capture experiments will help to better understand the mechanisms. Besides *Pmp22*, it is highly possible that other RUNX1/3 targets, such as SDC4, ERN1, and/or MBP, might be involved in tumor formation.

Targeting transcription factors is becoming a realistic option with increased understanding of transcription factor biology and technological advances. Increased expression of other RUNX family member compensation for the antitumor effect elicited by single RUNX member silencing suggests that simultaneous attenuation of all RUNX family members might lead to much stronger antitumor effects than suppression of individual RUNX members. Morita *et al*. (*37*) show that targeting RUNX clustering using pyrrole-imidazole polyamides bind to RUNX-binding consensus sites (5′-TGTGGT-3′ and 5′-TGCGGT-3′) is effectively against AML. During Ro5-3335 treatment, RUNX/CBFB-binding sites are blocked, and none of the RUNX can bind to CBFB to achieve their transcriptional activities. It is different from the *Runx1* genetically conditional knockout, in which RUNX1 has no function but CBFB function is undisturbed, and the compensated *Runx3* gene produces RUNX3 that can bind to CBFB to achieve RUNX transcriptional activities and contribute to neurofibroma formation.

In summary, we show that the SC myelinating gene *Pmp22* serves as a tumor suppressor to contribute to neurofibromagenesis. Overexpression of PMP22 in mouse neurofibroma SCs decreases cell proliferation. Loss of *Nf1* activates RUNX1/3 to enable tumor initiation by repressing *Pmp22* through alternative promoter usage and other mechanisms to induce protein level expression of PMP22. The efficacy of Ro5-3335 on mouse neurofibroma growth suggests that disruption of RUNX/CBFB interaction or targeting *RUNX* gene cluster might provide a novel therapeutic strategy for patients with neurofibroma.

## MATERIALS AND METHODS

### Animals

Mice were housed in temperature- and humidity-controlled facilities on 12-hour dark-light cycles with free access to food and water. The animal care and use committees of the Cincinnati Children’s Hospital Medical Center approved all animal procedures. Institutional Animal Care and Use Committee guidelines were followed with animal subjects. To study the specific function of SCs, we used *Dhh-Cre* transgenic mouse, where *Cre*-mediated recombination activity would result in deletion of the floxed Nf1 allele in SC/SCPs of the developing peripheral nerves at E12.5. We bred the *Runx1^fl/fl^;Runx3^fl/fl^* mice (*38*, *39*) onto the *Nf1^fl/fl^* background to obtain F1 generation (*Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/+^*). We also bred the *Runx1^fl/fl^;Runx3^fl/fl^* mice with *Nf1^fl/+^*;*DhhCre^+^* mice to obtain *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/+^;DhhCre* mice. We interbred *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/+^* mice to obtain *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^* mice. We then bred *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^* mice with *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/+^;DhhCre* mice to obtain *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mice. Littermates *Runx1^fl/+^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre*, *Runx1^fl/+^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre*, *Runx1^fl/fl^;Runx3^fl/+^;Nf1^fl/fl^;DhhCre*, or *Runx1^fl/fl^;Runx3^fl/fl^;DhhCre* mice were used as controls. Genotyping was performed as described (*16*).

### Neurofibroma sphere formation

Mouse neurofibroma/DRG-derived sphere culture was performed as described (*26*). Specifically, we plated trypan blue–negative cells at 1 × 10^4^ cells per 24-well low-binding plates in 1 ml of medium containing Dulbecco’s modified Eagle’s medium (DMEM):F-12 (3:1) and recombinant human epidermal growth factor (20 ng/ml; R&D Systems), 20 ng/ml recombinant human basic fibroblast growth factor (R&D Systems), 1% B-27 (Invitrogen), and heparin (2 μg/ml; Sigma-Aldrich). We maintained cultures at 37°C and 5% CO_2_. To passage, we centrifuged sphere cultures, dissociated and replated at 1 × 10^4^ cells/ml in fresh sphere medium as described (*6*).

### Immunohistochemistry

Tissue was embedded in paraffin, and 6-μm sections were cut, stained with either H&E or toluidine blue, and incubated overnight at 4°C with the following antibodies: anti-S100β (Dako, Carpinteria, CA), Ki67 (Novocastra Leica Microsystems, Buffalo Grove, IL), anti-BrdU, or anti-CC3 (Cell Signaling Technology, Danvers, MA). Visualization methods were as described (*6*).

### Western blots

Western blots were performed using antibodies recognizing PMP22, β-tubulin, and β-actin (Cell Signaling Technology, Danvers, MA). At least three different tumor/cell lysates were analyzed per antigen.

### Tumorigenesis assay in nude mice

We subcutaneously injected 5 × 10^5^ mouse sphere cells per injection into athymic nude mice (males and females, Harlan, Indianapolis, IN). After 2 months, we dissected tumors and fixed them overnight in 4% paraformaldehyde for paraffin embedding or in Karnovsky fixative for electron microscopy.

### Lentiviral transduction

We transduced secondary *Nf1^fl/fl^;DhhCre* or *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* DRG/neurofibroma spheres with purified *shRNAs* or nontarget control lentivirus (Sigma-Aldrich, St. Louis, MO). We incubated lentiviral particles with neurofibroma spheres at multiplicity of infection of 1:10 to 1:50 for 4 days and counted sphere numbers. For in vivo transplantation, *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* DRG/neurofibroma spheres were transduced with lentivirus in the presence of Polybrene (8 μg/ml; Sigma-Aldrich) for 16 to 20 hours, followed by culturing for 4 days. Spheres were collected and dissociated into single cells for transplantation. For overexpression studies, we used puromycin at 1 μg/ml to eliminate untransduced cells.

### Microarray, RNA-seq, ChIP-seq, and ATAC-seq

The SuperSeries data of microarray (GSE122773), RNA-seq (GSE122774), ChIP-seq (GSE122775), and ATAC-seq (GSE122776) raw and processed data were deposited in Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) as GSE122777. High-throughput sequencing was performed on the Illumina HiSeq 2500. We targeted 45 to 50 million reads per sample for RNA-seq and 25 to 30 million reads for ChIP-seq and ATAC-seq. 

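For RNA-seq, the depth behind the values is the number of reads counted on genes, given for each library in the results, not the number of reads sequenced. At that depth the smallest share a library can show, taken as 3 counts, was between 0.180 and 0.241 CPM. Such a floor covers counting error only, since amplified reads without molecular identifiers are not independent molecules. Between 17713 and 18110 genes had at least 1 count in a library. The 20 most counted genes took 16.7% to 19.9% of the counts of a library.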

Sequencing reads in FASTQ files were examined by FastQC (v0.11.5; www.bioinformatics.babraham.ac.uk/projects/fastqc).

For RNA-seq (*n* = 3 per genotype), total RNAs isolated from *Nf1^fl/fl^;DhhCre* and *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/tumors were amplified using the Ovation RNA-Seq System v2 (NuGEN) according to the manufacturer’s protocol. The libraries were prepared with the Nextera XT DNA Sample Preparation Kit (Illumina Technologies). Paired-end reads were aligned to the mm10 reference genome using TopHat (v2.0.13). Aligned BAM files were converted into raw count files using feature counts (v1.4.6). The raw count tables were normalized using the Bioconductor’s edgeR-TMM normalization methods, and DEGs were detected using Bioconductor’s limma/voom package. The |fold change| > 2× and FDR *P* < 0.05 were used as cutoffs to detect DEGs. 

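Of the 15652 genes tested in the deposited counts, 3017 had an adjusted p-value below the FDR cutoff whatever their fold change. The fold-change cutoff then left 2096 of them. The median log2 fold change of all tested genes was 0.015 with TMM scaling and -0.061 with scaling by library size only, and therefore near 0 under both. On simulated counts made from the means and sizes of these libraries, with 200 of 15410 genes changed 4-fold, the same steps recovered 171 of the changed genes (85.5%) and called 6 unchanged ones. When the cutoff was applied to unadjusted p-values, they called 276 unchanged genes. The changed genes were drawn from the better expressed ones and were far fewer than the 3017 above. These numbers therefore do not give the errors among the 2096 DEGs.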

The abundance of each transcript variant was calculated using Kallisto (v0.43; https://pachterlab.github.io/kallisto).

For ChIP-seq (*n* = 1 per genotype), primary *Nf1^fl/fl^;DhhCre* mouse neurofibroma cells were used for the ChIP assay according to Magna ChIP instruction (Millipore, Billerica, MA) as described (*40*). Reads were trimmed using Trim Galore (v0.4.4; www.bioinformatics.babraham.ac.uk/projects/trim_galore) and aligned to the mouse reference genome (mm10) using Bowtie2 (v2.2.6; http://bowtie-bio.sourceforge.net/bowtie2). HOMER (v4.9; http://homer.ucsd.edu/homer) was used to predict and annotate differential peaks with the following parameters (-F 4 -L4 -c 2 -style factor -FDR 0.001). We considered differential peaks with FDR *P* < 0.001 as statistically significant.

ATAC-seq (*n* = 1 per genotype) was performed as described (*41*) using FACS-sorted EGFP^+^ *Nf1^fl/fl^;DhhCre* or *Runx1^fl/fl^;Runx3^fl/fl^;Nf1^fl/fl^;DhhCre* mouse DRG/tumor cells. Reads were trimmed using Trim Galore (v0.4.4) and aligned to the mm10 genome using Bowtie2 (v2.2.6). HOMER (v4.9) was used to predict and annotate differential peaks with the following parameters (−size 75 -mDist 50 -style factor -FDR 0.05). We considered differential peaks with FDR < 0.001 as statistically significant.

For microarray, tumor initiating–like cells were FACS-sorted from neurofibroma tumors, and total mRNA was extracted using the Qiagen Kit. Affymetrix Human Genome U133 Plus 2.0 array was used for transcriptome analysis. CEL files were preprocessed using Bioconductor’s affy package with Robust Multi-array Average normalization method. DEGs were predicted using Bioconductor’s limma package. The |fold change| > 2× and FDR *P* < 0.05 were used as cutoffs to detect DEGs.

### Luciferase reporter assay

CMV promoter sequence cloned from pCDNA3.1 (primers: forward, 5′-GACATTGATTATTGACTAG; reverse, 5′-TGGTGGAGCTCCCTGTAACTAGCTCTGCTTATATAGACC) was merged with mouse Pmp22 promoter region P1 5′-UTR or P2 5′-UTR, respectively. P1 and P2 were amplified from mouse genomic DNA using the following primers: P1 5′-UTR, 5′-AGCTCCACCAGAGAACCTCTCA-3′ (forward) and 5′-TGAGGAGTAGCAGTGTTGGACGG (reverse); P2 5′-UTR, 5′-TGACCCGCAGCACAGCTGTCTTTG-3′ (forward) and 5′-TGAGGAGTAGCAGTGTTGGACGG-3′ (reverse). PCR products were cloned into a pGL2 firefly luciferase reporter plasmid (Promega, Madison, WI) and verified by DNA sequencing. The putative mouse Pmp22 P1 5′-UTR and P2 5′-UTR with CMV were cloned into the pGL2 vector between Xba I and Fse I sites of the Dual-Luciferase Reporter Assay System vector (Promega), immediately downstream of the luciferase stop codon, according to the manual instructions. We used immortalized WT mouse SCs that are derived from the *Nf2^fl/fl^* mouse model for transfection (*42*). SCs at 60% confluence were cotransfected in triplicate using Lipofectamine with the abovementioned Dual-Luciferase Reporter Assay vectors P1, P2, or CMV only (control). CMV-*Renilla* was used as an internal control to normalize the transfection efficiency. Luciferase transcriptional activities were determined 48 hours after transfection using a dual-luciferase assay kit (Promega, Madison, WI).

### Runx-Pmp22–binding sites deletion by CRISPR-Cas9

We used the CRISPR-Cas9 design site crispr.mit.edu to identify guide RNAs (gRNAs) that target the putative Runx-Pmp22–binding region (Chr11 63114879-63115495). On the basis of efficiency and low frequency of off-target sites, we chose two gRNAs: mU6-driven gRNA 5′-AGTACAGGTTTCCCCCCTGG AGG-3′ and hU6-driven gRNA (reversely inserted into pLV vector) 5′-TGCGCATACAGAGTCCAACC AGG-3′, predicted to create a deletion of ~360 bps and result in deletion of five putative Runx-binding sites in Pmp22 gene. PCR products containing these two gRNAs were ligated into the pLV hUbC-Cas9-T2A-GFP backbone (plasmid #53190, Addgene, Cambridge, MA) after linearization using BsmB I (New England BioLabs, Ipswich, MA). This plasmid expressed the Cas9 protein, ligated two gRNAs, and GFP simultaneously (named pLV hUbC-Cas9-T2A-GFP-2gRNAs). Plasmids were sequenced to confirm proper insertion of gRNAs. Lentiviral particles were packaged as described (*43*). We incubated mouse neurofibroma SCs with pLV hUbC-Cas9-T2A-GFP-2gRNA lentivirus and Polybrene (8 μg/ml) for 16 hours and then changed to SC culture medium for 5 days. We FACS-sorted GFP high single cells at one cell per well to 96-well plates containing DMEM with 20% fetal bovine serum, β-heregulin (10 ng/ml) and forskolin (1 μM). Three to 4 weeks later, we screened clones by PCR. PCR primers are as follows: ACTAGACATGAAACGGTCTGC (forward) and GTTTATCCAGACCTGGCCATT (reverse). The anticipated PCR product lengths were 531 bps (WT) and 171 bps (knockout). Homozygous deletion was confirmed by sequencing on both directions.

### Statistics

We used a Gehan-Breslow-Wilcoxon log-rank test for Kaplan-Meier analysis. Neurofibroma growth was modeled by mixed-effects model analysis. *P* values were generated with a random-effects model analysis on log-transformed tumor volume data using the SAS mixed procedure (*44*). Fisher’s exact test was used on transplanted nude mice tumor formation analysis. We used unpaired two-tailed Student’s *t* tests to analyze the significance of cell proliferation and cell death quantification in tissue sections when two samples were compared. Data were reported as means ± SEM. *P* < 0.05 was considered significant.

## Supplementary Material

http://advances.sciencemag.org/cgi/content/full/5/4/eaau8389/DC1

Download PDF

Table S1

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/5/4/eaau8389/DC1 Fig. S1. Conditional knockout of Runx1 induces Runx3 overexpression in the Runx1fl/fl;Nf1fl/fl;DhhCre mouse neurofibromas. Fig. S2. Runx1/Runx3 drive neurofibromagenesis by activating oncogenic pathways and reprogramming the neuronal and immune systems. Fig. S3. ChIP-seq and ATAC-seq revealed the potential targets of Runx. Fig. S4. Gene expression of SC differentiation/myelination markers and RUNX family genes from existing transcriptomic data. Fig. S5. Gene expression of other known Pmp22 regulator in RNA-seq. Fig. S6. CRISPR-Cas9 approach deletes five putative Runx-binding sites in Pmp22 gene. Table S1. Differential gene level expression change in Runx1fl/fl;Runx3fl/fl;Nf1fl/fl;DhhCre mouse tumors versus Nf1fl/fl;DhhCre mouse tumors (FDR *P* < 0.05, |fold change| > 2×).

# Supplementary material for: RUNX represses Pmp22 to drive neurofibromagenesis
**Source:** Sci Adv. 2019 Apr 24;5(4):eaau8389. doi: 10.1126/sciadv.aau8389
**Supplement:** http://advances.sciencemag.org/cgi/content/full/5/4/eaau8389/DC1

Science Advances | Science Advances

## Supplementary Materials

**The PDF file includes:**

- Fig. S1. Conditional knockout of Runx1 induces Runx3 overexpression in the Runx1fl/fl;Nf1fl/fl;DhhCre mouse neurofibromas.
- Fig. S2. Runx1/Runx3 drive neurofibromagenesis by activating oncogenic pathways and reprogramming the neuronal and immune systems.
- Fig. S3. ChIP-seq and ATAC-seq revealed the potential targets of Runx.
- Fig. S4. Gene expression of SC differentiation/myelination markers and RUNX family genes from existing transcriptomic data.
- Fig. S5. Gene expression of other known Pmp22 regulator in RNA-seq.
- Fig. S6. CRISPR-Cas9 approach deletes five putative Runx-binding sites in Pmp22 gene.
- Legend for table S1

Download PDF

**Other Supplementary Material for this manuscript includes the following:**

- Table S1 (Microsoft Excel format). Differential gene level expression change in Runx1fl/fl;Runx3fl/fl;Nf1fl/fl;DhhCre mouse tumors versus Nf1fl/fl;DhhCre mouse tumors (FDR *P* < 0.05, |fold change| > 2×).

**Files in this Data Supplement:**

- Adobe PDF - aau8389\_SM.pdf

# Supplementary material for: RUNX represses Pmp22 to drive neurofibromagenesis
**Source:** Sci Adv. 2019 Apr 24;5(4):eaau8389. doi: 10.1126/sciadv.aau8389
**Supplement:** Download PDF

## Supplementary Materials for

### **RUNX represses *Pmp22* to drive neurofibromagenesis**

Ashley Hall, Kwangmin Choi, Wei Liu, Jonathan Rose, Chuntao Zhao, Yanan Yu, Youjin Na, Yuqi Cai, Robert A. Coover, Yi Lin, Eva Dombi, MiOk Kim, Ditsa Levanon, Yoram Groner, Elisa Boscolo, Dao Pan, P. Paul Liu, Q. Richard Lu, Nancy Ratner, Gang Huang, Jianqiang Wu\*

Published 24 April 2019, *Sci. Adv.* **5**, eaau8389 (2019)

DOI: 10.1126/sciadv.aau8389

#### **The PDF file includes:**

Fig. S1. Conditional knockout of *Runx1* induces *Runx3* overexpression in the *Runx1*<sup>fl/fl</sup>;*Nf1*<sup>fl/fl</sup>;*DhhCre* mouse neurofibromas.

Fig. S2. *Runx1*/*Runx3* drive neurofibromagenesis by activating oncogenic pathways and reprogramming the neuronal and immune systems.

Fig. S3. ChIP-seq and ATAC-seq revealed the potential targets of *Runx*.

Fig. S4. Gene expression of SC differentiation/myelination markers and *RUNX* family genes from existing transcriptomic data.

Fig. S5. Gene expression of other known *Pmp22* regulator in RNA-seq.

Fig. S6. CRISPR-Cas9 approach deletes five putative *Runx*-binding sites in *Pmp22* gene.

Legend for table S1

#### **Other Supplementary Material for this manuscript includes the following:**

(available at [advances.sciencemag.org/cgi/content/full/5/4/eaau8389/DC1](https://advances.sciencemag.org/cgi/content/full/5/4/eaau8389/DC1))

Table S1 (Microsoft Excel format). Differential gene level expression change in *Runx1*<sup>fl/fl</sup>;*Runx3*<sup>fl/fl</sup>;*Nf1*<sup>fl/fl</sup>;*DhhCre* mouse tumors versus *Nf1*<sup>fl/fl</sup>;*DhhCre* mouse tumors (FDR  $P < 0.05$ , |fold change|  $> 2\times$ ).

## Supplemental information

### RUNX represses *Pmp22* to drive neurofibromagenesis

**Figure S1**

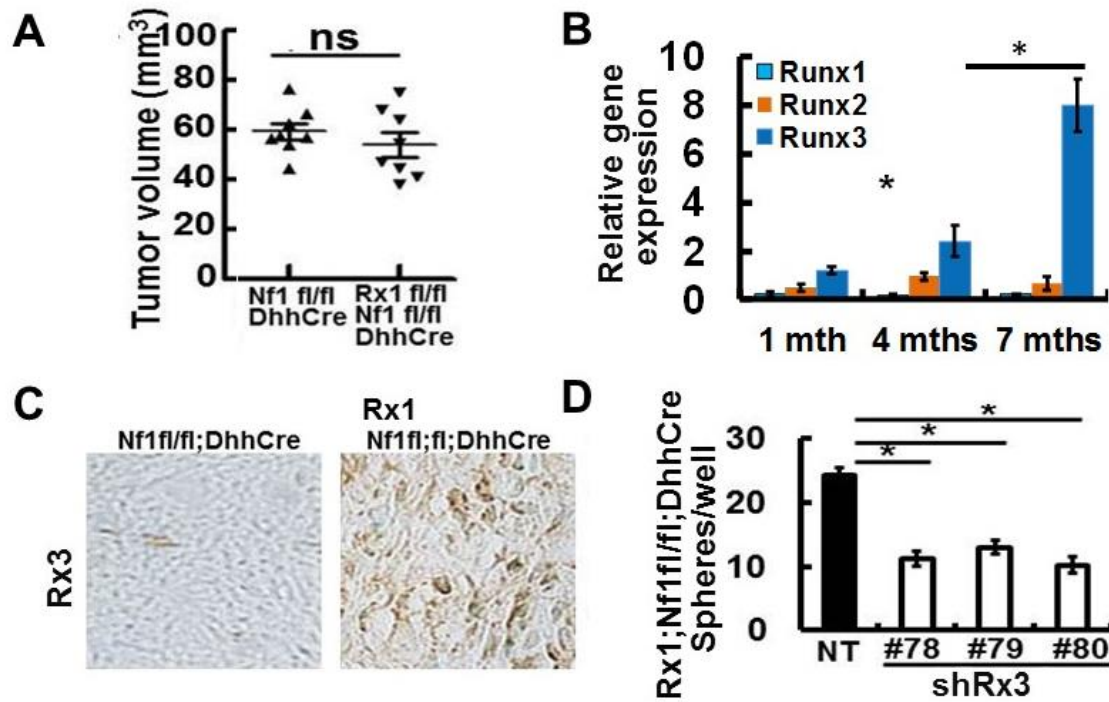

**Fig. S1. Conditional knockout of Runx1 induces Runx3 overexpression in the *Runx1<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* mouse neurofibromas.** (A). Volumetric measurements on 7 months old *Runx1<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* and *Nf1<sup>fl/fl</sup>;DhhCre* mice. (B). qRT-PCR showed Runx3 expression increases with time in *Runx1<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* compared to *Nf1<sup>fl/fl</sup>;DhhCre* mouse neurofibromas. (C) immunostaining of Runx3 in *Nf1<sup>fl/fl</sup>;DhhCre* (left) and *Runx1<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* (right) mouse neurofibromas. (D). All three shRunx3 clones significantly decrease 7 months *Runx1<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* mouse neurofibroma sphere numbers compared to non-target control (NT).

**Figure S2**

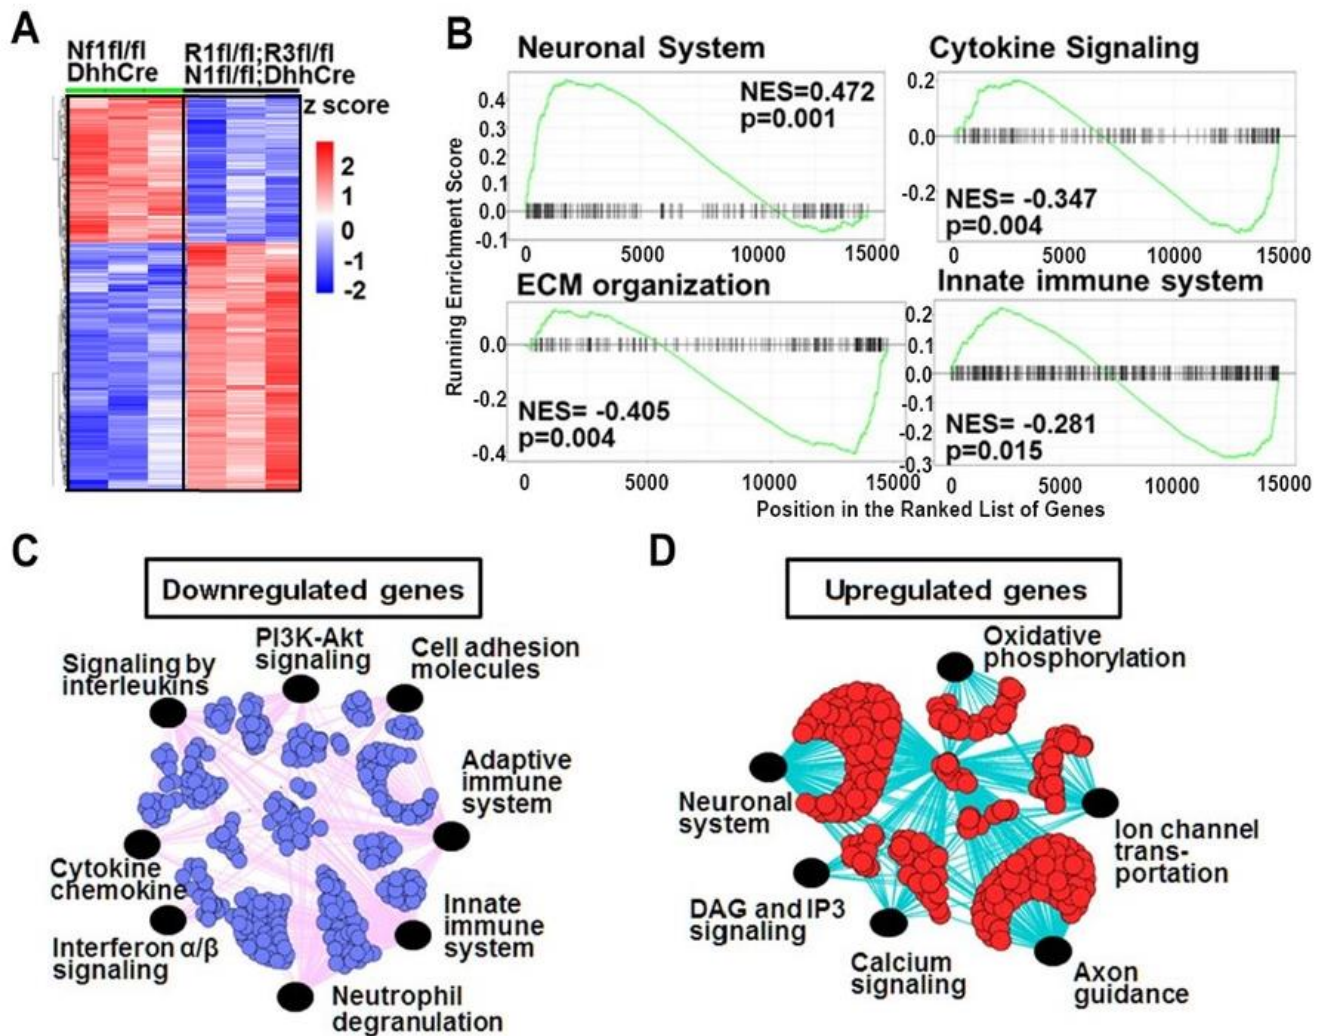

**Fig. S2. Runx1/Runx3 drive neurofibromagenesis by activating oncogenic pathways and reprogramming the neuronal and immune systems.** (A) Heatmap showed differentially expressed genes in *Runx1<sup>fl/fl</sup>;Runx3<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* (n=3) compared to *Nf1<sup>fl/fl</sup>;DhhCre* mouse tumors (n=3). (B) GSEA enrichment analysis of RNA-seq data by comparing *Runx1<sup>fl/fl</sup>;Runx3<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* (n=3) to *Nf1<sup>fl/fl</sup>;DhhCre*. Gene sets with FDR q values < 0.25 are plotted as a function of normalized enrichment scores (NES). (C) TopCluster analysis showed top 10 functional networks (3 networks are similar or the same) among the genes and their associated biological processes downregulated in *Runx1<sup>fl/fl</sup>;Runx3<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* mouse

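A heat map of DEGs separates the genotypes by the way its genes are chosen, and the libraries were also compared without regard to genotype. On the first principal component of the 500 most variable genes, which held 52.4% of their variance, the *Nf1 fl/fl;DhhCre* libraries lay at -36.8, 4.22 and -59.9. The libraries labelled double knockout lay at 10.1, 60.9 and 21.3, each above every *Nf1 fl/fl;DhhCre* library. The gap between the nearest libraries of the genotypes, at 4.22 and 10.1, was smaller than the spread within each genotype. On the second component, with 23.0% of the variance, *Nf1 fl/fl;DhhCre* replicate 2 stood apart at 50.9. Spearman's rho between libraries of one genotype, across genes, was between 0.963 and 0.979. Genes are not independent replicates.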

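The enrichment score is the largest deviation of a running sum that steps up at genes of the set and down at the others. The NES divides it by the mean score of random sets of the same size, so that 1 is the average of random sets. Reactome sets bundled with fgsea name genes by Entrez number, and 99.2% of the 24062 symbols in the files were matched to one, 1318 of them through an older symbol. Sets of 15 to 1500 tested genes were kept. Of these, 130 were enriched among genes higher in the libraries labelled double knockout and 125 among genes lower, at the FDR threshold of the DEGs. Among 2 simulated sets with a shift and 50 without one, both of the former and 0 of the latter were called. Every gene of the shifted sets was changed 4-fold, and genes were simulated independently. The simulation therefore does not test weaker shifts or sets whose genes vary together.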

tumors . (D)ToppCluster analysis showed top 10 functional networks (5 networks are similar or the same) among the genes and their associated biological processes upregulated in *Runx1<sup>fl/fl</sup>;Runx3<sup>fl/fl</sup>;Nf1<sup>fl/fl</sup>;DhhCre* mouse tumors.

**Figure S3**

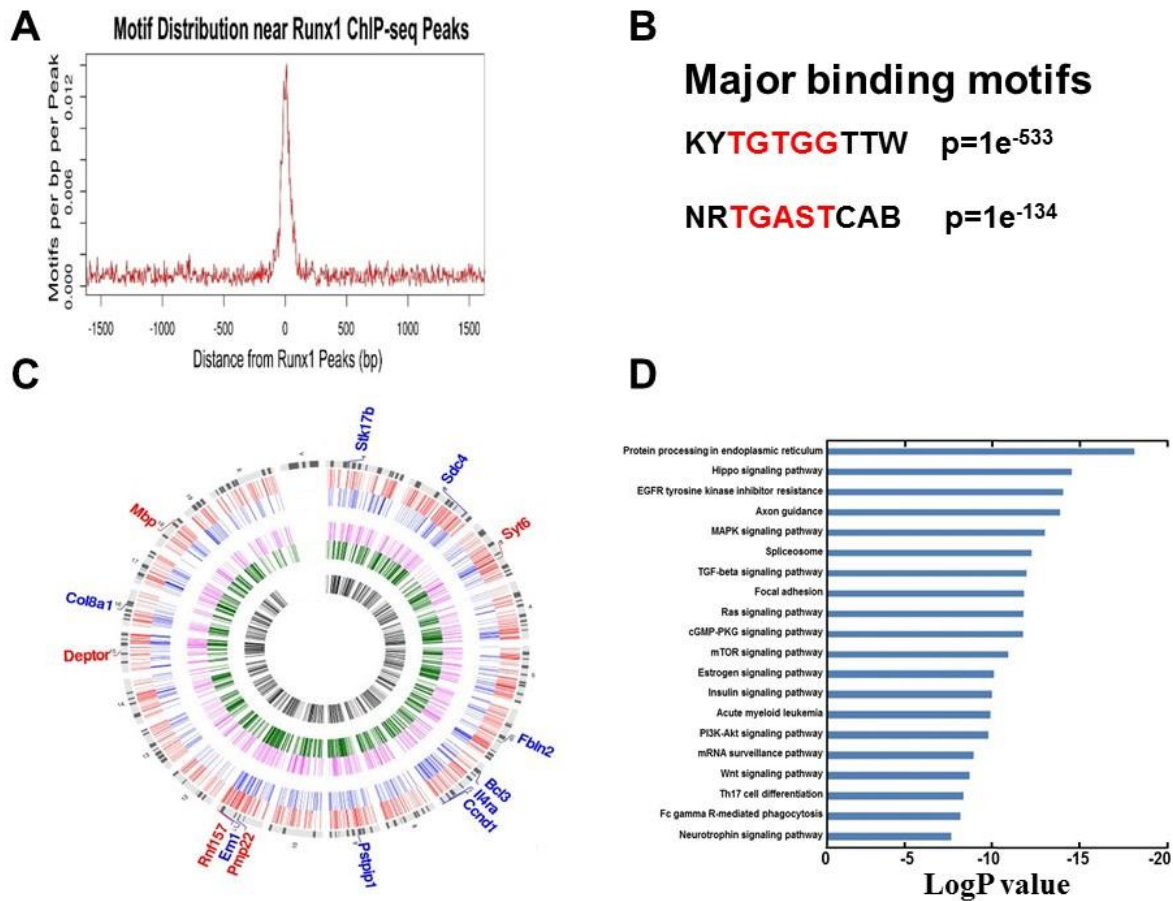

**Fig. S3. ChIP-seq and ATAC-seq revealed the potential targets of Runx.** (A) Motif distribution near Runx1 CHIP-seq peaks. A sharp peak centered at position zero surrounded by a larger conserved regulatory region of increased sequence up to 300 bp was observed. (B) De-novo transcriptional factor (TF) enrichment results showed two most enriched Runx1 TF motifs. (C) Combined RNA-seq (outside two circles, red and blue)), ATAC-seq (middle two circles, orange and green)), CHIP-seq (center circle, black). The 14 genes were listed on each chromosome (outside), red: upregulation, blue: down-regulation. (D) KEGG pathway by sorting of differential ATAC-seq peaks revealed areas of significances as highly enriched in protein processing in endoplasmic reticulum.

**Figure S4**

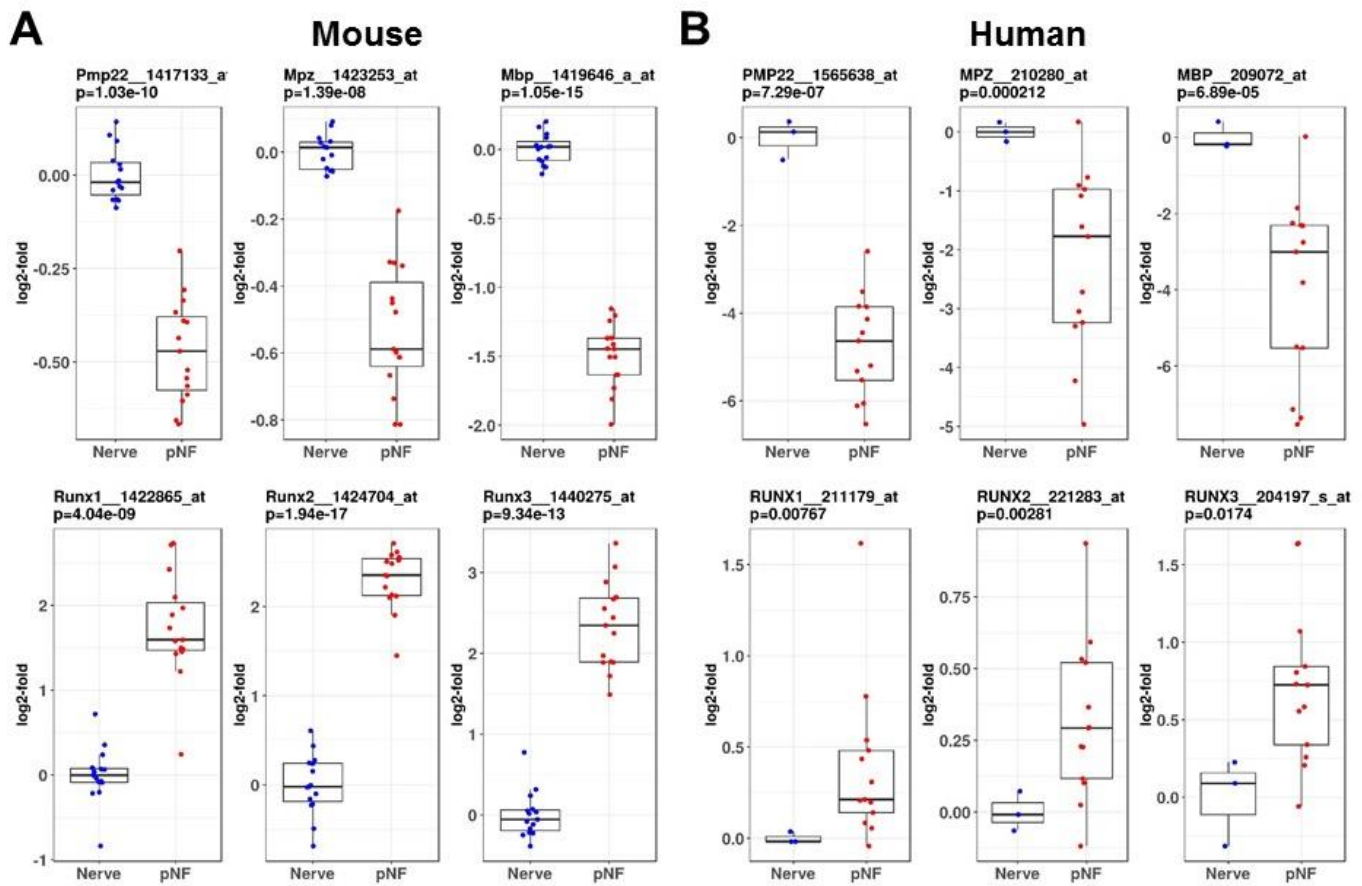

**Fig. S4. Gene expression of SC differentiation/myelination markers and RUNX family genes from existing transcriptomic data. (A).** Box and whisker plots show relative mRNA expression on Schwann cell differentiation/myelination markers (*Pmp22*, *Mpz* and *Mbp*) and Runx family genes (*Runx1*, *Runx2*, and *Runx3*) in mouse plexiform neurofibromas versus wild type nerve controls from GSE41747. **(B).** Box and whisker plots show relative mRNA expression on Schwann cell differentiation/myelination markers (*PMP22*, *MPZ* and *MBP*) and RUNX family genes (*RUNX1*, *RUNX2*, and *RUNX3*) in human plexiform neurofibromas versus wild type nerve controls from GSE14038.

**Figure S5**

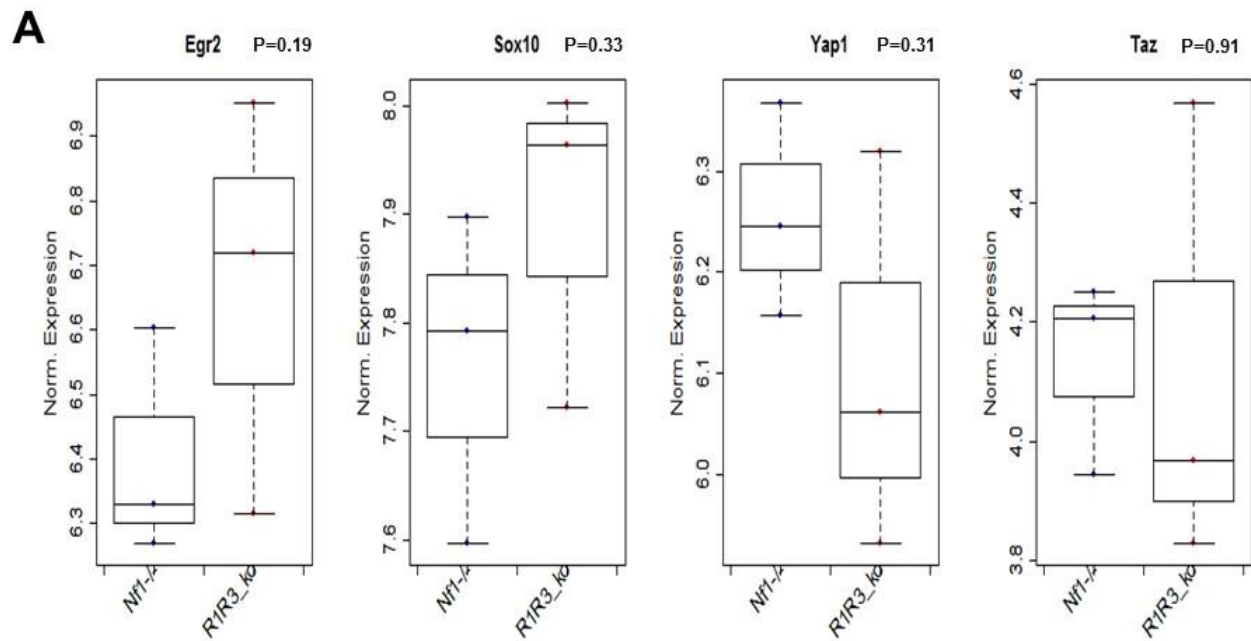

**Fig. S5. Gene expression of other known Pmp22 regulator in RNA-seq. (A).** Box and whisker plots show relative mRNA expression from *Runx1*<sup>fl/fl</sup>;*Runx3*<sup>fl/fl</sup>;*Nf1*<sup>fl/fl</sup>;*DhhCre* mouse tumors (normalized to *Nf1*<sup>fl/fl</sup>;*DhhCre* mouse tumors).

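The box plots of this figure use 3 libraries per genotype, so that an exact permutation test of a single gene cannot give a two-sided p below 0.1. Of the Hippo pathway genes in the files, *Lats1* changed by -0.22 (SE 0.14) and *Lats2* by 0.14 (SE 0.13) on the log2 scale. *Tead2* (-0.39, SE 0.33), *Tead3* (-0.46, SE 0.34) and *Tead4* (1.36, SE 0.73) had low counts, between 0.577 and 6.29 CPM. The changes are those of the libraries as labelled.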

## Figure S5

### A Mm10 genome, Chr11 63114879-63115495

Purple: guide RNA:

mU6 driven gRNA: AGTACAGGTTTCCCCCCTGG AGG

hU6 driven gRNA: TGCGCATACAGAGTCCAACC AGG

Light blue: PCR primers:

Forward primer: ACTAGACATGAAACGGTCTGC,

Reverse primer: GTTTATCCAGACCTGGCCATT

Anticipated PCR product length: WT: 531bps, KO 171bps

Underlined part was deleted sequence

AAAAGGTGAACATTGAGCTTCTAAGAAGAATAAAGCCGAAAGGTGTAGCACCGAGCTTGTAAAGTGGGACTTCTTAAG  
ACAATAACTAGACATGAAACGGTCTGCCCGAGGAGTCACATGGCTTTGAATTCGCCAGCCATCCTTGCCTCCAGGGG  
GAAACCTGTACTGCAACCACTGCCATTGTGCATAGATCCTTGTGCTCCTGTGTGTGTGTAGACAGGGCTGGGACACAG  
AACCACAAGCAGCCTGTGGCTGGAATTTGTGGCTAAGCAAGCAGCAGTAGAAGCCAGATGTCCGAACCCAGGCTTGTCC  
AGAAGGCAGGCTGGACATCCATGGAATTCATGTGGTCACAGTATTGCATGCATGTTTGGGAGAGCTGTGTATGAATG  
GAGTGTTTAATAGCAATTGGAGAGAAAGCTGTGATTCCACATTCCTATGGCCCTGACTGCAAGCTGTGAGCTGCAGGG  
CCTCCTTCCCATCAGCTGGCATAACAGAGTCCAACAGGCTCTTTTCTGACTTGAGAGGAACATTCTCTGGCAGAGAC  
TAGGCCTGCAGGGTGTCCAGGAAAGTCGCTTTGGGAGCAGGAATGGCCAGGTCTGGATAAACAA

### B

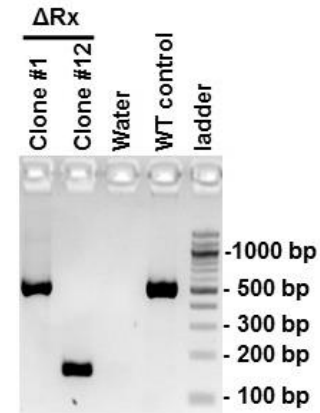

### C Sequencing of 3 representative clones ( underlines indicate deleted sequences)

Clone 12

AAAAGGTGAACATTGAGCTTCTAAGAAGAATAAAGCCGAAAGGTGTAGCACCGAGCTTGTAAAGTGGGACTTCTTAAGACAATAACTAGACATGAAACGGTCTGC  
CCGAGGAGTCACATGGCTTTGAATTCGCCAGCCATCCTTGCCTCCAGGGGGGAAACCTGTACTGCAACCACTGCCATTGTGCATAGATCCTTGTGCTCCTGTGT  
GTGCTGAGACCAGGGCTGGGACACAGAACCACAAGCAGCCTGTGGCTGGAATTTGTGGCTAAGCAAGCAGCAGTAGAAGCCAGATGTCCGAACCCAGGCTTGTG  
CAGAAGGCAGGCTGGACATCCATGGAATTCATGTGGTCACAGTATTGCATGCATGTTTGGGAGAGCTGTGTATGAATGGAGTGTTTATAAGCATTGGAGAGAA  
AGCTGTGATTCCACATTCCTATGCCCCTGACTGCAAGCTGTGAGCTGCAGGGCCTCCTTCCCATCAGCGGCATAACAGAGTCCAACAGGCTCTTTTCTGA  
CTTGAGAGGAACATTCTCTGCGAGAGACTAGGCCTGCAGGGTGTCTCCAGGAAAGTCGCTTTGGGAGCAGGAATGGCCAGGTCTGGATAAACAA

Clone 65

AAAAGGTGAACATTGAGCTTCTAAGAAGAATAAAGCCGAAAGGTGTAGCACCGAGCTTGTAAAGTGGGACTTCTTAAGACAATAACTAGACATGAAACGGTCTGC  
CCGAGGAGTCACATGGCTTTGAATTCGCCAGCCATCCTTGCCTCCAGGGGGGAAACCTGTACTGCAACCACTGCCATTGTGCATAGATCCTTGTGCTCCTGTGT  
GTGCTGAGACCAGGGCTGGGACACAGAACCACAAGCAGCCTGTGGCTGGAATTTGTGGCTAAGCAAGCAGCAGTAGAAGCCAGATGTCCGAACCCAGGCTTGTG  
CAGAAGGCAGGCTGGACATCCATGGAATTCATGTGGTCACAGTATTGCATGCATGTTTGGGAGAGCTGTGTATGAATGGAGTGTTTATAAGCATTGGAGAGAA  
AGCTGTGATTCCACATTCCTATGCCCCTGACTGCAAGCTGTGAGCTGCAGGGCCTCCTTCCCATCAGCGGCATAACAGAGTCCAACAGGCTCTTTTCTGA  
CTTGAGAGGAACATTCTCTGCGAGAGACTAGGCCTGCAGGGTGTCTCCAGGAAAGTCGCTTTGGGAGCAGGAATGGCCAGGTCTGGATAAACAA

Clone 79

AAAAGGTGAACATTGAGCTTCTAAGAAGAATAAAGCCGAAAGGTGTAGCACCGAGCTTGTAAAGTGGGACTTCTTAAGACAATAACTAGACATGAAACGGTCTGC  
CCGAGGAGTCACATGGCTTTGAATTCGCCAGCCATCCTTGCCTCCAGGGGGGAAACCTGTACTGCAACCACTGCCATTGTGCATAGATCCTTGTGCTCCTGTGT  
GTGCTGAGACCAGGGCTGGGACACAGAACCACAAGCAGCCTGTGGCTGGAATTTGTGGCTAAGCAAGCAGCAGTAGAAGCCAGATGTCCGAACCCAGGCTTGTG  
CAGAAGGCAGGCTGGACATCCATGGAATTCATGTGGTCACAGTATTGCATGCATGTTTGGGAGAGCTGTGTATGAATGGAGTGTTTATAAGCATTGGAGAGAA  
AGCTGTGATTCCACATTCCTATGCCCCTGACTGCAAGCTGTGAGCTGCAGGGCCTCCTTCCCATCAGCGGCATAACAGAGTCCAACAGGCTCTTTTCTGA  
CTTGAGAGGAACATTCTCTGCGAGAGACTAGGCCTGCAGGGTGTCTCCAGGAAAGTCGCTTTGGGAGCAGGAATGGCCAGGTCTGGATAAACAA

**Fig. S6. CRISPR-Cas9 approach deletes five putative Runx-binding sites in Pmp22 gene.**

(A). Scheme of CRISPR-Cas9 approach. List sequence containing 5 putative Runx binding sites

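The region named in this legend spans 617 bp of chromosome 11, from 63114879 to 63115495 of GRCm38, the build also called mm10. In the GENCODE M21 annotation it overlaps 0 genes and 0 exons and is intergenic. It lies 19914 bp from the end of *Tekt3* and 13486 bp upstream of the first annotated base of *Pmp22*, which is transcribed away from it. *Pmp22* has 5 annotated transcripts, 4 of them protein coding, with 4 different first exons. From the midpoint of the region, the start of ENSMUST00000108702, which the paper assigns to the P1 promoter, at 63128982 is 13.8 kb away. ENSMUST00000018361, the transcript from the P2 promoter, starts at 63131512, 16.3 kb away. ENSMUST00000108701 starts at 63132569 and ENSMUST00000108700 at 63133068, 17.4 kb and 17.9 kb away. The sequence of the region was not analysed here.

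**Figure D4:**
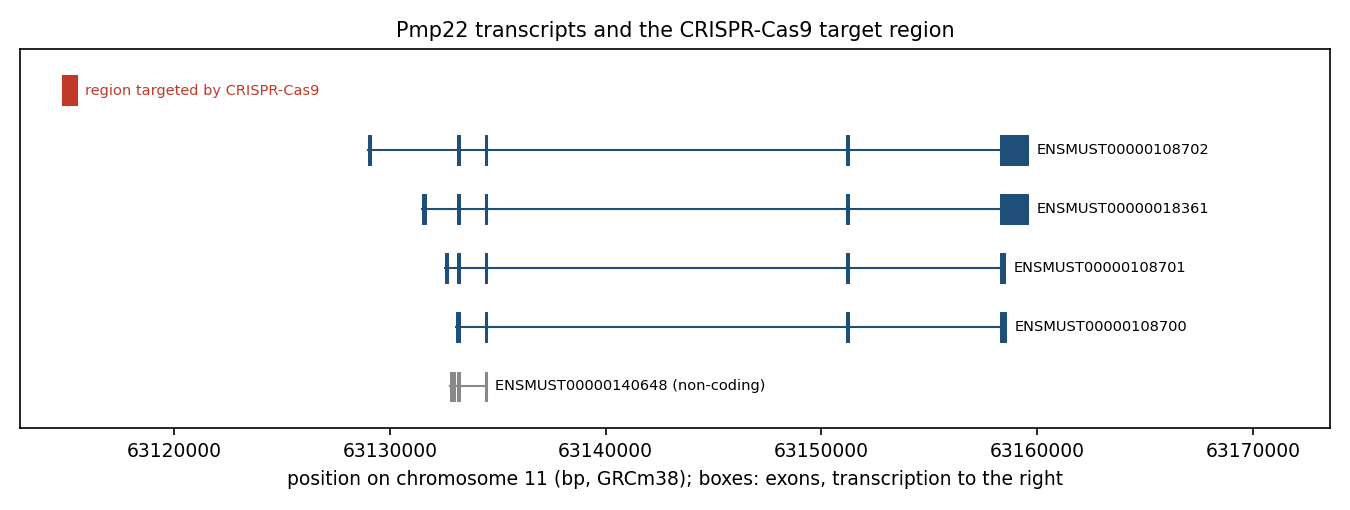
Map of chromosome 11 (horizontal axis, bp, GRCm38) with the region targeted by CRISPR-Cas9 and the exons of the 5 annotated *Pmp22* transcripts, drawn to scale. The region lies upstream of every first exon.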

in Pmp22 gene from Mm10 genome, Chr11 63114879-63115495. Purple: guide RNA: mU6

driven gRNA: AGTACAGGTTTCCCCCCTGG AGG and

hU6 driven gRNA: TGCGCATACAGAGTCCAACC AGG

Blue: PCR primers: Forward primer: ACTAGACATGAAACGGTCTGC, Reverse primer:

GTTTATCCAGACCTGGCCATT. Underlined part indicating deleted sequence. (B)

Representative PCR gene image of PCR products. Anticipated PCR product length: WT:

531bps, KO 171bps. WT control DNA was from *Nf1<sup>fl/fl</sup>* mouse. (C) Sequences of 3 independent clones. Underline indicates homozygous deletion of each clone.

**Table S1. Differential gene level expression change in**  
**Runx1fl/fl;Runx3fl/fl;Nf1fl/fl;DhhCre mouse tumors versus Nf1fl/fl;DhhCre mouse tumors**  
(FDR  $P < 0.05$ , |fold change|  $> 2\times$ ). Blue: downregulation genes, Red: Upregulation genes.

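This table gives a log2 fold change, a p-value and an adjusted p-value for each gene. In the part of it used here, 1996 genes are listed, 787 up-regulated and 1209 down-regulated. The p-value and the adjusted p-value are equal in all 1996. Of these genes, 1994 were matched by symbol to genes tested in the deposited counts. The paper's reported log2 fold change is 1.206 for *Pmp22* and -1.464 for *Runx2*, and over 20 genes named in these results and found in the table it differed from the present estimate by at most 0.00092.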

How the deposited data were processed for this re-analysis (not part of the article)

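Gene expression was measured by bulk RNA-seq of mouse DRG/tumors in 6 libraries, 3 from *Nf1 fl/fl;DhhCre* mice and 3 labelled double knockout. The paper's methods and the deposited labels state how the authors made the counts. RNA was amplified with the NuGEN Ovation RNA-Seq System, libraries were prepared with Nextera XT, and paired-end reads were aligned to the mouse genome (mm10) with TopHat. The deposited counts are numbers of reads assigned to each gene by the authors with featureCounts, without normalization. The annotation, the strandedness and the treatment of reads with several alignments are not stated. The values are whole numbers with 0 for genes without reads, as raw counts would be. The ChIP-seq and ATAC-seq data, the qRT-PCR and the abundance of single transcripts were not analysed here, because the counts are per gene and from RNA.

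Replicate numbers were given here to the libraries of each genotype in the order of the labels and do not pair mice. For some libraries the title and the deposited data give different mouse numbers of the same genotype, which leaves the genotype unchanged but not the mouse or the sequencing run. The totals per library and the share that 3 counts make of each are given with the results. They bound counting error, not the spread between mice.

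The comparison was computed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept with filterByExpr (minimum count 10, minimum total 15), scaled by TMM and fitted with limma-voom, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method. DEGs had an adjusted p-value below the FDR threshold of the paper and a change of more than 2-fold. CPM values were computed from the counts and the TMM factors. Standard errors are those of the moderated fit. The genes named were those the paper names for this comparison, and in each direction the 5 DEGs with the largest change among those with an average log2 CPM of at least 3 and no overlap between genotypes. Some genes that meet this rule are not reported here.

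GSEA was run with fgsea 1.28.0 (simple permutation, 10000 gene permutations, weight 1, a fixed seed) on the Reactome sets bundled with it, since the paper names neither the ranking nor the version of the sets. Lists of cell-type marker genes were compared by their median log2 fold change with 10000 random lists of the same size, drawn for each gene from the 200 genes nearest in mean expression. The score of a list in a library was the mean log2 CPM of its genes, with a prior count of 0.5, and scores were compared by exact permutation of the 6 libraries. Gene positions were taken from GENCODE M21. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

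The steps were tested on simulated data with known changes. The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, DESeq2 size factors within limma-voom, scaling by library size only, a filter of CPM above 1 in at least 3 libraries, every gene with a count above 0, sample quality weights, unadjusted p-values and leaving out each library in turn. For GSEA they were ranking by log2 fold change or by edgeR's signed root F, an unweighted running sum, both other filters, library size only and leaving out each library. These settings, the tests of the comparison between the genotypes and the marker lists were fixed before the data were examined. The settings added afterward, a filter combined with unadjusted p-values and the muscle score or sex as a covariate, and the tests of explanations chosen afterward are named as such where used.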

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

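Of the tests in this part, those of gene length and of the muscle covariate were chosen only after the result was seen. Lists of cell-type marker genes, which the paper does not report, were scored in each library, and 3 of them had a library labelled double knockout more than 1 log2 unit above each of the *Nf1 fl/fl;DhhCre* libraries.

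The DRG sensory neuron list was highest in replicate 3 labelled double knockout, at a mean log2 CPM of 7.75, against 5.66 in the highest *Nf1 fl/fl;DhhCre* library. The scores were 4.64, 5.66 and 4.47 in the *Nf1 fl/fl;DhhCre* libraries and 6.69, 6.96 and 7.75 in the libraries labelled double knockout. The median log2 fold change of its 23 genes was 2.38, and 0.0001 of the random lists matched on expression lay as far out, the smallest share they can give. With library size only it was 2.30. Gene length was tested with random lists matched on both expression and length, and the share was again 0.0001, the smallest possible, so that length does not account for the list. The 20 most counted genes took a similar share of each library. A candidate explanation is a larger share of DRG neuron RNA in the libraries labelled double knockout, either from dissection or because less tumor tissue surrounded the ganglion. The genotype differs in tumor formation in the paper, so that a biological explanation is possible as well. The tissue named in the sample labels, DRG for *Nf1 fl/fl;DhhCre* and tumor for the others, runs opposite to the neuron scores. It differs with genotype and cannot be separated from it. Neurons are not recombined by *Dhh*-driven Cre, and the counts of mixed tissue do not separate a change of cells from a change within cells. The other sequencing run belongs to replicate 2 or 3 labelled double knockout. The median was 2.46 without the former and 1.99 without the latter, and the pattern was present whichever of them was left out. Replicate 3 is the library in which *Runx1* was not reduced.

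The myelinating SC list was highest in replicate 1 labelled double knockout, at 7.71, against 6.47 in the highest *Nf1 fl/fl;DhhCre* library. The scores were 6.47, 6.43 and 6.30 in the *Nf1 fl/fl;DhhCre* libraries and 7.71, 7.44 and 7.67 in the libraries labelled double knockout. If the SC content of the tissue differed between the genotypes, general SC genes would rise with the myelin genes. Their list lay at percentile 38.65 of the matched random lists, with a median log2 fold change of -0.05, and the scores of the genotypes overlapped. By the median of that list, a larger SC content is therefore unlikely to account for the myelin genes. Its genes were mixed. *S100b* (1.52), *Gap43* (1.61) and *Ngfr* (1.36) rose as much as the myelin genes, while *Foxd3* (-0.60), *Itgb8* (-0.65) and *Ncam1* (-0.62) were lower. *Gap43* and *Ngfr* increased across replicates 1 to 3 labelled double knockout, in the order of the neuron list. These 2 genes may therefore not measure SCs alone. The myelin list contains *Pmp22*, *Mbp* and *Egr2*, so that it is not independent of the genes in the paper. A larger share of myelinated nerve in the dissected tissue was not tested separately and remains beside an effect of the genotype. Without replicates 2 and 3 labelled double knockout in turn, the median of the myelin list was 1.47 and 1.33.

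The skeletal muscle list was highest in replicate 2 labelled double knockout, at 9.01, against 7.16 in the highest *Nf1 fl/fl;DhhCre* library, which was also a replicate 2. The other 4 libraries lay between -1.61 and 2.17. *Ttn* had 34988 and 16541 CPM before TMM scaling in these 2 libraries and between 91.1 and 534 CPM in the rest. The exact permutation test between the genotypes gave p = 0.6, where 0.1 is the smallest possible. A candidate source is adjacent muscle in 1 dissection of each genotype, and no biological explanation was tested. It was asked whether this RNA explains why leaving out 1 library lowers the number of DEGs. With the muscle score as a covariate the number was 2071 with all libraries, and its lowest value over the fits that left out 1 library was 684. Whether muscle RNA accounts for the whole of that drop cannot be told, because the covariate can itself lower the number when a library is left out. Without *Nf1 fl/fl;DhhCre* replicate 1 the covariate changed the number from 362 to 684, and without replicate 2 labelled double knockout from 1018 to 1997. Without *Nf1 fl/fl;DhhCre* replicate 2 it changed the number in the other direction, from 2285 to 922.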

How the results depend on the processing

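Of the settings in this part, the muscle covariate, the sex covariate and the CPM filter combined with unadjusted p-values were chosen only after the results were seen. The number of DEGs kept within 1.5 times of 2096 under 8 settings with all libraries, from 2087 with DESeq2 size factors to 2978 with unadjusted p-values. The log2 fold changes of *Pmp22* and *Runx2* kept their direction and stayed past the thresholds under these settings and in the 6 fits that each left out 1 library. So did the NES of Neuronal System, Cytokine Signaling, Extracellular matrix organization and Innate Immune System under the GSEA settings.

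Leaving out each library in turn gave from 362 to 2285 DEGs, from 181 to 1304 up-regulated and from 181 to 1028 down-regulated. From 5 to 13 of the 14 targets then passed the thresholds. The NES of Axon guidance was from 1.01 to 1.35 across these fits and passed the threshold in 1 of them, without replicate 2 labelled double knockout. It reversed to -2.06 with GSEA weight 0 and to -1.26 with library size only. The NES of DAG and IP3 signaling was 1.51 and no longer past the threshold when genes were ranked by log2 fold change. The cause was not tested, apart from muscle RNA for the number of DEGs.

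Changes near 0 also reversed. *Taz* was at 0.0064 with sample quality weights and from -0.24 to 0.10 across the fits that left out 1 library, *Nf1* from -0.18 to 0.043 and the general SC list from -0.12 to 0.052. The cause was not tested. The skeletal muscle list, at 1.44 with all libraries, was -0.82 without replicate 2 labelled double knockout and 3.76 without *Nf1 fl/fl;DhhCre* replicate 2, the libraries with the highest muscle scores. The list also reversed, to -0.49, without *Nf1 fl/fl;DhhCre* replicate 3, the library with the lowest muscle score. Of the 38 named genes besides *Pmp22* and *Runx2*, with *Taz* and *Nf1* among them, 37 kept their call with library size only, 36 with sample quality weights, 37 with the muscle covariate and 37 with sex as a covariate, and 38 with each of the other settings. Leaving out 1 library gave 228 results for them, of which 183 were the same, 39 weaker and 6 reversed. For 9 marker lists, with the general SC and muscle lists among them, it gave 54 results, of which 40 were the same, 6 weaker, 3 stronger and 5 reversed.

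No paired analysis was possible because the labels give mouse numbers and no pairing of mice between the genotypes. With 3 libraries per genotype, a test of 1 value by exact permutation cannot give a p below 0.1. The depth limits what can be shown to shares above 0.180 to 0.241 CPM, the share of 3 counts.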

Differences from the paper's values

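The comparison with the values of the supplementary table and the combined setting named below were chosen only after the values were seen.

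For Neuronal System, the NES was 2.53 against the paper's 0.472. It was -2.80 against the paper's -0.347 for Cytokine Signaling in Immune system, -2.74 against the paper's -0.405 for Extracellular matrix organization and -1.83 against the paper's -0.281 for Innate Immune System. None of the 12 alternatives set before the data were examined closed these gaps. Each of the paper's values is below 1 in size, the average of random sets, and may therefore not be a normalized score. The paper's values were also compared with the enrichment score before normalization. A score was taken as within the paper's when the difference was no more than the SD of that set's score over the 6 fits that each left out 1 library, which differs between sets. It was 0.557 against the paper's 0.472 for Neuronal System and -0.561 against the paper's -0.405 for Extracellular matrix organization, and none of the 12 alternatives closed either gap. The nearest for Extracellular matrix organization was -0.362 with GSEA weight 0. For Cytokine Signaling in Immune system it was -0.577 against the paper's -0.347. With GSEA weight 0 it was -0.346, within the paper's, and the other 11 alternatives did not close the gap. For Innate Immune System it was -0.344 against the paper's -0.281. Without replicates 1, 2 and 3 labelled double knockout in turn it was -0.284, -0.318 and -0.308, each within the paper's, and the other 9 alternatives did not close the gap.

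The adjusted p-value from limma-voom with Benjamini-Hochberg adjustment was 0.00764 for *Runx2* against the paper's 4.837e-05 in table S1, and 0.00835 for *Pmp22* against the paper's 7.258e-05. Of the alternatives set before the data were examined, unadjusted p-values from limma-voom gave 4.66e-05 and 6.70e-05, both within 1.5 times of the paper's, and the other 13 did not close the gaps. In that table the adjusted and the unadjusted p-values are equal in all 1996 genes. A comparison chosen after seeing the values set them against unadjusted limma-voom p-values with genes kept at CPM above 1 in at least 3 libraries. Over 1994 matched genes, the p-values then differed by at most 4.99e-06 and the log2 fold changes by at most 0.000499. After Benjamini-Hochberg adjustment of that limma-voom fit, 1372 of the 1994 genes had an adjusted p-value under the paper's FDR threshold and 622 did not.

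The number of DEGs was 2096 against the paper's 2887, with 1257 against the paper's 1677 up-regulated and 839 against the paper's 1210 down-regulated. These lie within 1.5 times of each other. The combination of a filter of CPM above 1 in at least 3 libraries with unadjusted p-values, chosen after seeing the values, gave 2887 DEGs, 1677 up-regulated and 1210 down-regulated. In the simulated data, calls by unadjusted p-value included 276 unchanged genes against 6 by adjusted p-value. Only 200 genes were changed there, so that these numbers do not give the errors among the 2887 or the 2096.

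For *Egr2*, the unadjusted limma-voom p-value was 0.299 against the paper's about 0.19 in fig. S5, read by eye. With edgeR's quasi-likelihood test it was 0.275 and without *Nf1 fl/fl;DhhCre* replicate 1 it was 0.142, both within 1.5 times of the paper's, and the other 11 alternatives were not. For *Sox10* it was 0.528 against the paper's about 0.33 in fig. S5, read by eye. Without *Nf1 fl/fl;DhhCre* replicate 1 it was 0.406 and without *Nf1 fl/fl;DhhCre* replicate 3 it was 0.225, within 1.5 times of the paper's, and the other 11 alternatives were not. For *Yap1* it was 0.198 against the paper's about 0.31 in fig. S5, read by eye. It was within 1.5 times of the paper's with DESeq2 (0.226), without *Nf1 fl/fl;DhhCre* replicate 2 (0.251) or 3 (0.375) and without replicate 1 (0.443) or 3 (0.416) labelled double knockout. The other 8 alternatives were not.

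The paper states that Hippo pathway genes were not differentially expressed. *Wwtr1* had a log2 fold change of -0.56 with an adjusted p-value of 0.0359 from limma-voom with Benjamini-Hochberg adjustment, below the 2-fold limit. The paper states that axon guidance was up-regulated. The NES of the Reactome set was 1.22 with an adjusted p-value of 0.144 from gene permutations with Benjamini-Hochberg adjustment.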

Other observations

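The tests of the gene sets over other splits, of sex as a covariate, of macrophage content and of the *Taz* symbol were chosen only after the results were seen.

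The 6 libraries can be split into groups of 3 in 10 ways. As many DEGs as between the genotypes were found in 1 of the 10 splits, the real one, and no other split gave more than 4. With 10 splits the share cannot fall below 0.1, so that a grouping by chance cannot be excluded by this count alone. The split with 4 DEGs followed the sex of the mice. Both sexes occurred in 2 genotypes, so that sex does not separate the genotypes. Thinning each library to the smallest total gave 2088 DEGs, which goes against library size as an explanation. Without the library whose title names another sequencing run, 1595 genes were DEGs, and without replicate 2 labelled double knockout, to which the run could belong instead, 1018. Whichever of these libraries came from the other run, only the fit without it held a single run. How far the run moves the number of DEGs cannot be told.

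For the gene sets, splits with an NES as large in size were counted in the same way, the real one included. There was 1 of the 10 for Cytokine Signaling in Immune system, 1 for DAG and IP3 signaling and 1 for Interferon gamma signaling. There were 2 for Extracellular matrix organization, 2 for Innate Immune System and 2 for Ion channel transport, 3 for Peptide chain elongation, 4 for Neuronal System, 4 for Respiratory electron transport and 6 for Axon guidance. The split by sex gave an NES of 2.76 for Neuronal System and -2.75 for Extracellular matrix organization, both as large as between the genotypes. Sex was therefore added to the fit as a covariate. The NES between the genotypes was then 2.59 for Neuronal System and -2.79 for Extracellular matrix organization, so that sex does not account for these scores. The number of DEGs was 1824 in that fit. Less than 80% of the listed genes were matched for Respiratory electron transport (74.8%) and Peptide chain elongation (51.9%).

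The macrophage list had a median log2 fold change of -2.27, and 0.0001 of the matched random lists lay as far out, the smallest share they can give. Its scores were 6.10, 5.44 and 6.49 in the *Nf1 fl/fl;DhhCre* libraries and 4.28, 3.04 and 4.00 in the libraries labelled double knockout. A lower macrophage content of the tissue is therefore a candidate explanation for the lower immune genes, beside a change within cells, and mixed tissue does not separate them. Random lists matched on gene length as well gave the same share. The T cell list changed by -1.56 and the cell cycle list by -1.07. The cell cycle scores were 3.41, 3.49 and 3.44 in the *Nf1 fl/fl;DhhCre* libraries and 2.37, 1.36 and 2.71 in the libraries labelled double knockout. Without replicates 2 and 3 labelled double knockout in turn, the median of the macrophage list was -1.84 and -2.60, that of the T cell list -1.57 and -1.47 and that of the cell cycle list -0.85 and -1.38. The lists were lower whichever of them was left out. Over the 6 fits that each left out 1 library, the T cell list ranged from -2.10 to -0.85. Its weakest value came without *Nf1 fl/fl;DhhCre* replicate 3, where 0.0792 of the matched random lists lay as far out.

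The files list *Taz* and *Wwtr1* as separate genes. The gene listed as *Taz* had an average log2 CPM of 4.13 and lies on chromosome X, and *Wwtr1*, for which *Taz* is an older symbol, had 7.76. The symbol in the files may therefore name another gene than the Hippo coactivator, whose values are those of *Wwtr1*. The adjusted p-value of *Wwtr1* stayed under the FDR threshold in 7 of 7 settings with all libraries (limma-voom, edgeR and DESeq2 with Benjamini-Hochberg adjustment) and in 1 of the 6 fits that each left out 1 library. That of *Tead1* did so in 3 of 7 and in none of the 6.

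From the midpoint of the region targeted by CRISPR-Cas9, the 4 protein-coding transcripts of *Pmp22* start 13.8, 16.3, 17.4 and 17.9 kb away. The last is ENSMUST00000108700. The paper's text places the RUNX1-binding peak 17.9 kb upstream of *Pmp22* without naming the transcript, and the peak itself was not analysed here.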
